# Effects of long-term and brain-wide colonization of peripheral bone marrow-derived myeloid cells in the CNS

**DOI:** 10.1186/s12974-020-01931-0

**Published:** 2020-09-20

**Authors:** Lindsay A. Hohsfield, Allison R. Najafi, Yasamine Ghorbanian, Neelakshi Soni, Edna E. Hingco, Sung Jin Kim, Ayer Darling Jue, Vivek Swarup, Mathew A. Inlay, Kim N. Green

**Keywords:** Microglia, Monocytes, CSF1R inhibition, Irradiation, Bone marrow transplant, Brain

## Abstract

**Background:**

Microglia, the primary resident myeloid cells of the brain, play critical roles in immune defense by maintaining tissue homeostasis and responding to injury or disease. However, microglial activation and dysfunction has been implicated in a number of central nervous system (CNS) disorders, thus developing tools to manipulate and replace these myeloid cells in the CNS is of therapeutic interest.

**Methods:**

Using whole body irradiation, bone marrow transplant, and colony-stimulating factor 1 receptor inhibition, we achieve long-term and brain-wide (~ 80%) engraftment and colonization of peripheral bone marrow-derived myeloid cells (i.e., monocytes) in the brain parenchyma and evaluated the long-term effects of their colonization in the CNS.

**Results:**

Here, we identify a monocyte signature that includes an upregulation in *Ccr1*, *Ms4a6b*, *Ms4a6c*, *Ms4a7*, *Apobec1*, *Lyz2*, *Mrc1*, *Tmem221*, *Tlr8*, *Lilrb4a*, *Msr1*, *Nnt*, and *Wdfy1* and a downregulation of *Siglech*, *Slc2a5*, and *Ccl21a/b*. We demonstrate that irradiation and long-term (~ 6 months) engraftment of the CNS by monocytes induces brain region-dependent alterations in transcription profiles, astrocytes, neuronal structures, including synaptic components, and cognition. Although our results show that microglial replacement with peripherally derived myeloid cells is feasible and that irradiation-induced changes can be reversed by the replacement of microglia with monocytes in the hippocampus, we also observe that brain-wide engraftment of peripheral myeloid cells (relying on irradiation) can result in cognitive and synaptic deficits.

**Conclusions:**

These findings provide insight into better understanding the role and complexity of myeloid cells in the brain, including their regulation of other CNS cells and functional outcomes.

## Background

Microglia are the primary resident immune cells of the brain and possess the ability to rapidly proliferate and migrate in response to damage, injury, or infection. These immune detection and defense functions place microglia at the frontline of repair and recovery in the central nervous system (CNS). Microglia constitute 5–10% of all brain cells and are spatially arranged in a tile-like manner throughout the parenchyma—each cell inhabits a discrete territory in which its processes constantly retract and extend to survey the local environment [1], detecting and responding to stimuli accordingly. Microglia derive from yolk sac primitive macrophages, which enter and colonize the brain as immature microglia during embryonic development (~ E9.5) [2, 3]. At E13.5, formation of the blood-brain barrier (BBB) effectively isolates the brain, and thus from this point on and throughout adulthood, microglial population maintenance relies on local self-proliferation (under steady state conditions), independent of contributions from bone marrow (BM)-derived myeloid cells. Under inflammatory or disease conditions, studies have shown that BM-derived peripheral myeloid cells (i.e., monocytes) enter the brain, but do not differentiate into microglia or contribute significantly to the resident CNS microglial pool unless under exceptional circumstances (i.e., BM transplantation) [2, 4, 5]. However, even under these circumstances (i.e. BM transplant models), only a fraction of microglia derive from BM sources [6].

Microglia are dependent on signaling through the colony-stimulating factor 1 receptor (CSF1R) for their survival across the lifespan. We previously identified several selective CSF1R inhibitors that are orally bioavailable and CNS-penetrant and demonstrated that administration of these inhibitors results in rapid elimination of the murine microglial compartment [7–10]. Investigations on the effects of CSF1R inhibitors in primates [11] and humans [12, 13] are ongoing, but provide a promising therapeutic strategy for brain disorders affected by microglial dysfunction [14]. One of the inhibitors that we first identified, pexidartinib (PLX3397), recently received FDA approval for the treatment of tenosynovial giant cell tumor [15].

Due to their central role in the CNS and several brain disorders, microglia have become attractive therapeutic targets; thus, strategies that replace or manipulate these cells could provide broad-reaching implications. In addition to depletion, we previously demonstrated that following microglial elimination, withdrawal of CSF1R inhibitors stimulates the rapid repopulation of the entire CNS with new microglia, and that these new cells derive from surviving cells within the CNS [7, 16–21]. This remarkable ability to deplete and then rebuild a cellular compartment throughout the brain parenchyma could provide a unique tool for developing cell and gene-based delivery systems to the brain. However, in previously utilized chimeric paradigms, we have found that transplanted exogenous myeloid cells are rapidly outcompeted by the surviving endogenous microglia. Engraftment of myeloid cells is severely limited in the brain unless performed under conditions inducing a depleted microglial niche (i.e., genetic loss of CSF1R), limiting the effectiveness and scope of transplanted engineered cells [22–25].

BM transplantations are often clinically utilized to replace the BM compartment with healthy donor BM cells. This technique typically relies on whole body irradiation to achieve myeloablation; however, recent studies have also indicated that myelosuppressive agents, such as the chemotherapeutic busulfan, offer viable alternatives [26]. We and others recently learned that combining CSF1R-dependent microglial elimination with whole body irradiation stimulates the complete repopulation of the CNS myeloid niche with BM-derived cells [22]. This technique not only provides us with a novel and clinically relevant tool to fully replace the microglial tissue with exogenous myeloid cells, but also allows for the potential unprecedented delivery of engineered myeloid cells to the brain (e.g., to carry a corrected mutation or therapeutic payload). Here, we sought to evaluate and characterize this method of complete microglial cell replacement utilizing CSF1R inhibition and BM transplantation and the long-term effects peripheral myeloid cells confer in the brain.

The role of peripheral-derived monocytes in disease-associated pathologies and neurological disorders remains under debate [27, 28]. Several studies have shown that monocyte infiltration into the brain is associated with injury, disease, and neuropsychiatric conditions, suggesting that monocytes contribute to neuronal injury and demyelination [29–34]. However, other studies have shown that peripheral myeloid cell engraftment after BM transplant is beneficial and in some diseases macrophages provide neuroprotection and promote recovery [35–40].

To understand how peripherally derived CNS-resident myeloid cells differ from resident microglia in terms of their effects on the brain, and as a proof-of-principle for a clinically feasible cell delivery system, we utilized a unique experimental paradigm combining whole body irradiation, BM transplant, and a CSF1R inhibitor (CSF1Ri) to investigate (1) whether full replacement of the microglial tissue can be achieved with BM-derived peripheral myeloid cells and (2) what are the long-term (~ 10 months after transplant; ~ 6 months after CSF1Ri treatment) consequences of this replacement on other CNS cell properties and structures, gene expression, and behavior and cognition.

## Methods

### Compounds

Pexidartinib (PLX3397) was provided by Plexxikon Inc. and formulated in AIN-76A standard chow at a dose of 600 ppm by Research Diets Inc.

### Mice

All mice were obtained from The Jackson Laboratory. For transplant studies, bone marrow cells were isolated from CAG-EGFP mice (006567). All other mice were male C57BL/6 (000664) mice. Animals were housed with open access to food and water under 12 h/12 h light-dark cycles. All mice were aged to 1.5 months unless otherwise indicated.

### Animal treatments

All rodent experiments were performed in accordance with animal protocols approved by the Institutional Animal Care and Use Committee at the University of California, Irvine (UCI). *Microglial depletion*: Mice were administered ad libitum with PLX3397 at a dosage of 600 ppm (to eliminate microglia) or vehicle (control) for 14 days. *Bone marrow transplant*: C57BL/6 mice were anesthetized with isoflurane and then irradiated with 1000 cGy (whole-body irradiated) and reconstituted via retroorbital injection with 2 × 10^6^ whole BM cells from CAG-EGFP mice*.* Blood was measured at ~ 12 weeks post-transplantation to track granulocyte chimerism. At the time of sacrifice, the mice were euthanized and BM was harvested and analyzed by flow cytometry for HSC chimerism. This established an average percent chimerism of 97% in all whole-body irradiated mice. *Tissue collection*: Following any treatments, mice were sacrificed via carbon dioxide inhalation and perfused transcardially with 1X PBS. The brains were extracted and dissected down the midline, with one half flash-frozen for subsequent RNA and protein analyses and the other half drop-fixed in 4% paraformaldehyde. Fixed brains were cryopreserved in PBS + 0.05% sodium azide + 30% sucrose, frozen, and sectioned at 40 μm on a Leica SM2000 R sliding microtome for subsequent immunohistochemical analyses.

### Flow cytometry

Bone marrow/hematopoietic stem cells were extracted from femurs and tibia by flushing with PBS + 2% FBS. Peripheral blood cells/granulocytes were collected via the tail vein in EDTA. Red blood cells were lysed using 1x ACK Lysis Buffer. Cells were then stained for analysis by flow cytometry with the following surface antibodies purchased from Biolegend at 1:200 unless otherwise indicated: CD34-eFlour660 (1:50, 50-0341-80, eBioscience), Sca-1-AF700 (1:100, 108141), Ter119-PE/Cy5 (116209), ckit/CD117-PE/Cy7 (25-1171-81, eBioscience), CD150/SLAM-PerCP-eFlour710 (46-1502-82, eBioscience), CD11b-APC (101212), Gr1-AF700 (108422), CD45-APC/Cy7 (103116), NK1.1-PE (108707), and CD27-APC/Cy7 (124226). Flow cytometry analysis was performed using the BD LSRII.

### Behavioral and cognitive testing

Mouse behavior, motor function, and cognition was evaluated using the following tasks: elevated plus maze, open field, novel place recognition test, rotarod, sociability test, spontaneous alternation Y-maze, and contextual fear conditioning in the order listed, and as previously described unless otherwise indicated [7, 8, 16]. Testing was conducted at 1 and 6 months recovery (i.e., after CSF1R inhibitor removal and myeloid cell repopulation). *Sociability test*: Crawley’s or Three-Chamber Sociability test assesses general sociability, or time spent with another rodent. In brief, animals were placed in a Three-Chamber Sociability Test box (19 cm × 45 cm) with two dividing walls made of clear Plexiglas allowing free access to each chamber. During habituation, the subject mouse is placed in the middle chamber for 5 min for adaption. During testing (24 h after habituation), a stranger mouse (inside a wire containment cup) is placed in one of the side chambers, and the subject mouse is placed in the center chamber and allowed to access and explore all three chambers for 10 min. The placement of the stranger mouse in the left and right chambers is systemically altered between trials. The duration of time spent in each chamber, velocity, and distance traveled was measured. *Spontaneous alternation Y-maze*: For this task, mice were placed in a Y-maze (35.2 cm arm length × 5 cm width × 20 cm sidewall height). Each animal was allowed to freely explore the arena for 8 min. Distinct intra-maze visual cues were positioned at the end of each arm for spatial orientation. Spontaneous alternation, which measures the willingness of an animal to explore new environments, was measured by the number of triads, or entry of all three arms in a consecutive sequence (i.e., ABC and not BAB). *Contextual fear conditioning (CFC):* For the training trial, mice were placed in a CFC chamber (Ugo Basile; 17 cm length × 17 cm width × 25 cm height) and allowed to explore for 2 min. At 2 min, the animal received one shock (3 s, 0.5 mA). Following the cessation of the shock, the animal remained in the chamber for an additional 30 s before being returned to their home cage. The testing trial was conducted 24 h later, in which the animal was placed in the chamber and allowed to explore for 5 min. EthoVision Activity Analysis software was used to detect activity levels and freezing behaviors. Contextual memory was assessed by measuring freezing behaviors, defined as the total lack of body movement except for respiration. Unless otherwise indicated, behavioral readouts for all tasks were calculated from video using the EthoVision XT 14 tracking system (Noldus).

### Histology and confocal microscopy

Fluorescent immunolabeling followed a standard indirect technique as described previously [7, 41]. Free-floating brain sections were washed with 1x PBS, incubated in normal serum blocking solution (5% normal serum + 0.2% Triton X-100 in 1x PBS) for 1 hr and then stained against primary antibodies overnight (~ 16–24 h) at 4 °C in normal serum blocking solution utilizing the following primary antibodies and dilutions: ionized calcium binding adaptor molecule 1 (IBA1; 1:1000; 019-19741, Wako and ab5076, Abcam), P2RY12 (1:200; HPA014518, Sigma-Aldrich), TMEM119 (1:200; ab209064, Novus), CD68 (1:1000; MCA1957GA, Bio-Rad), AXL (1:100, AF854, R&D Systems), Ki67 (1:200, ab16667, Abcam), glial fibrillary acidic protein (GFAP; 1:3000, ab4674, Abcam), S100β (1:200, ab52642, Abcam), microtubule-associated protein 2 (MAP 2; 1:500, ab32454, Abcam), NeuN (1:1000; MAB377, EMD Millipore), PSD95 (1:500, ab18258, Abcam), synaptic vesicle glycoprotein 2A (SV2A; 1:200; 119 002, Synaptic Systems), doublecortin (DCX; 1:500; sc-8066, Santa Cruz Biotechnology), IgG (1:200, 12-371, Millipore), and fibrinogen (1:1000, A0080, Dako). Following this, sections were washed with 1x PBS, incubated in fluorescent dye (Alexa Fluor)-conjugated secondary antibodies (1:200 in normal serum blocking solution) for 1 h and then washed in 1x PBS and mounted on slides. Prussian blue staining was performed using an Iron Stain Kit (ab150674, Abcam) according to manufacturer’s instructions with Nuclear Fast Red solution (N2030, Sigma-Aldrich). A spleen was used as a positive control illustrating how the protein-bound ferric iron pigment stains bright blue. High-resolution fluorescent images were obtained using a Leica TCS SPE-II confocal microscope and LAS-X software. Composite images were obtained by setting up z-stacks (× 20 objective: 5 μm thickness with ~ 8 sections; × 63 objective: 2 μm thickness with ~ 20 sections) and then ultimately collapsed into an overlay image. Post image processing was done using LAS-X software. All adjustments were kept consistent between groups. For confocal imaging, one field of view (FOV) per brain region was captured per mouse unless otherwise indicated. For whole brain stitches, automated slide scanning was performed using a Zeiss AxioScan.Z1 equipped with a Colibri camera and Zen AxioScan 2.3 software. Microglial morphology was determined using the filament module in Bitplane Imaris 7.5, as described previously [16]. Cell quantities were determined using the spots module in Imaris. Percent coverage measurements were determined in ImageJ (NIH).

### RNA sequencing and analysis

Total RNAs were extracted by using RNeasy Mini Kit (Qiagen). RNA integrity number (RIN) was measured, and samples with RIN ≥ 7.0 were kept for library construction. cDNA synthesis, amplification, library construction, and sequencing were performed by Novogene Inc. using Illumina NovaSeq and HiSeq platforms with paired-end 150 bp (PE 150) sequencing strategy. *Read alignment and expression quantification*: Pair-end RNA-seq reads were aligned using STAR v.2.5.1b with the options (--outFilterMismatchNmax 10 --outFilterMismatchNoverReadLmax 1 --outFilterMultimapNmax 10) [42]. Rsubread was used to generate feature counts [43]. Gene expression was measured using Limma, edgeR, and org.Mm.eg.db packages with expression values normalized as RPKM [44–47]. *Differential expression analysis*: Libraries with uniquely mapping percentages higher than 80% were considered to be of good quality and kept for downstream analysis. Protein coding and long non-coding RNA genes, with expression RPKM ≥ 1 in at least three samples, were collected for subsequent analysis. Differential expression analysis was performed by using Limma, edgeR, and org.Mm.eg.db [44–47]. Differentially expressed genes (DEGs) were selected by using false discovery rate (FDR) < 0.05. Top significant genes are displayed as a volcano plot constructed using GLimma, ggplot2, and EnhancedVolcano (FDR < 0.05, LogFC > 1) [48]. Normalized (min max normalization for each individual gene) log2-transformed expression values are displayed as a heatmap with hierarchical clustering utilizing pheatmaps. *Weighted correlation network analysis*: Network analysis was performed using weighted gene co-expression analysis (WGCNA) package in R [49]. First, bi-weighted mid-correlations were calculated for all gene pairs and then used to generate an eigengene network matrix, which reflects the similarity between genes according to their expression profiles. This matrix was then raised to power β (β = 18). Modules were defined using specific module cutting parameters (minimum module size = 100 genes, deepSplit = 4, and threshold of correlation = 0.2). Modules with a correlation greater than 0.8 were merged. We used first principal component of the module, called signed bicor network, to correlate brain region, irradiation, and treatment. Hub genes were defined using intra-modular connectivity (kME) parameter of the WGCNA package. *Gene enrichment analysis*: Gene set enrichment analysis was done using enrichR package 71. *Gene ontology and pathway analysis*: Specific modules were analyzed for Gene ontology (GO) enrichment by enrichR with corrected *p* values < 0.05. STRING interaction maps or functional protein association networks were generated using string-db.org (STRING Consortium 2020).

### Data analysis and statistics

Statistical analysis was performed with Prism Graph Pad (v.8.0.1). To compare two groups, the unpaired Student’s *t* test was used. To compare multiple groups, a one-way ANOVA with Tukey’s post hoc test was performed. For all analyses, statistical significance was accepted at *p* < 0.05. All bar graphs are represented as means ± SEM and significance expressed as follows: *p < 0.05, **p < 0.01, ***p < 0.001. *n* is given as the number of mice within each group.

## Results

### Combining irradiation, bone marrow transplant, and microglial depletion achieves long-term and complete peripheral myeloid cell engraftment in the brain

Here, we set out to explore as a proof-of-principle the clinical feasibility of a pharmacological-based method for near complete myeloid cell replacement. It is well known that BM-derived cells enter the brain following whole-body irradiation [50]; however, cell engraftment is limited. To this end, we and others [22] recently developed a unique paradigm, which utilizes whole-body irradiation, BM transplant, and a CSF1Ri treatment to achieve near complete parenchymal engraftment by donor peripheral myeloid cells (Fig. 1A–C). Previous studies have employed lead shielding of the head (i.e., body-only irradiation) to prevent peripheral-derived myeloid cell infiltration [22] and limit the effects of irradiation on the brain [51] caused during whole-body irradiation (i.e., head + body irradiation); however, we have found that head irradiation is required for optimal cell replacement. Although this method presents therapeutic potential for the replacement of dysfunctional myeloid cells, no studies to date have investigated the long-term consequences of such replacement. Given that microglia, non-parenchymal macrophages, and monocytes represent distinct heterogeneous populations of myeloid cells and it remains unclear whether these cells share overlapping functional capabilities, we set out to investigate the long-term consequences of microglial replacement with bone marrow (BM)-derived peripheral myeloid cells. To accomplish this, three experimental groups were generated: (1) WT CON, C57BL/6 wildtype (WT) control mice; (2) GFP-BM CON, WT mice subjected to whole body irradiation and retro-orbital infusion of donor CAG-green fluorescent protein (GFP) BM cells; and (3) GFP-BM REPOP, WT mice subjected to whole-body irradiation, GFP-BM transplant, and CSF1Ri-induced repopulation. It should be noted that WT CON received no irradiation, transplantation of GFP BM cells, or CSF1Ri treatment. Peripheral percent chimerism was evaluated after ~ 12 weeks via blood granulocytes and averaged ~ 98.0% in both irradiated groups (Fig. 1G). Previous studies have shown that high-dose cranial irradiation increases BBB permeability, albeit transiently [52], and so animals were provided with a 3.5 months BBB recovery period prior to further treatment. After 3.5 months, mice were treated for 14 days with the CSF1Ri PLX3397 at a dose of 600 ppm to deplete the microglial compartment. PLX3397 was then withdrawn, effectively stimulating myeloid cell repopulation. Under normal circumstances, repopulation of the microglial niche derives from the proliferation of surviving cells [7, 21, 53, 54], replacing the depleted tissue. However, in this study, we found that repopulation under exceptional conditions (i.e., following whole-body irradiation and microglial depletion) derives from BM-derived myeloid cells and results in the near complete replacement of the microglial niche with BM-derived peripheral myeloid cells (i.e., monocytes) within 14 days. These findings are in line with a previous study by Bruttger et al. showing that BM-derived macrophages repopulate the irradiated brain following genetic microglial depletion [54]. In their approach, Bruttger et al. utilize a genetic and toxin-based mouse model of microglial depletion (i.e., *Cx3cr1*^CreER^:iDTR system relying on tamoxifen and diptheria toxin administration), whereas we utilize CSF1R inhibitors to evaluate as a proof-of-principle whether replacement of microglia is a clinically feasible approach [55, 56]. To explore the long-term consequences of this engraftment, animals remained on control chow for an additional 6 months prior to sacrifice (~ 10 months after irradiation). At this time point, peripheral percent chimerism was evaluated via BM-collected hematopoietic stem cell (HSC) GFP expression and averaged ~ 97% in both irradiated groups (Fig. 1H).

**Fig. 1:**
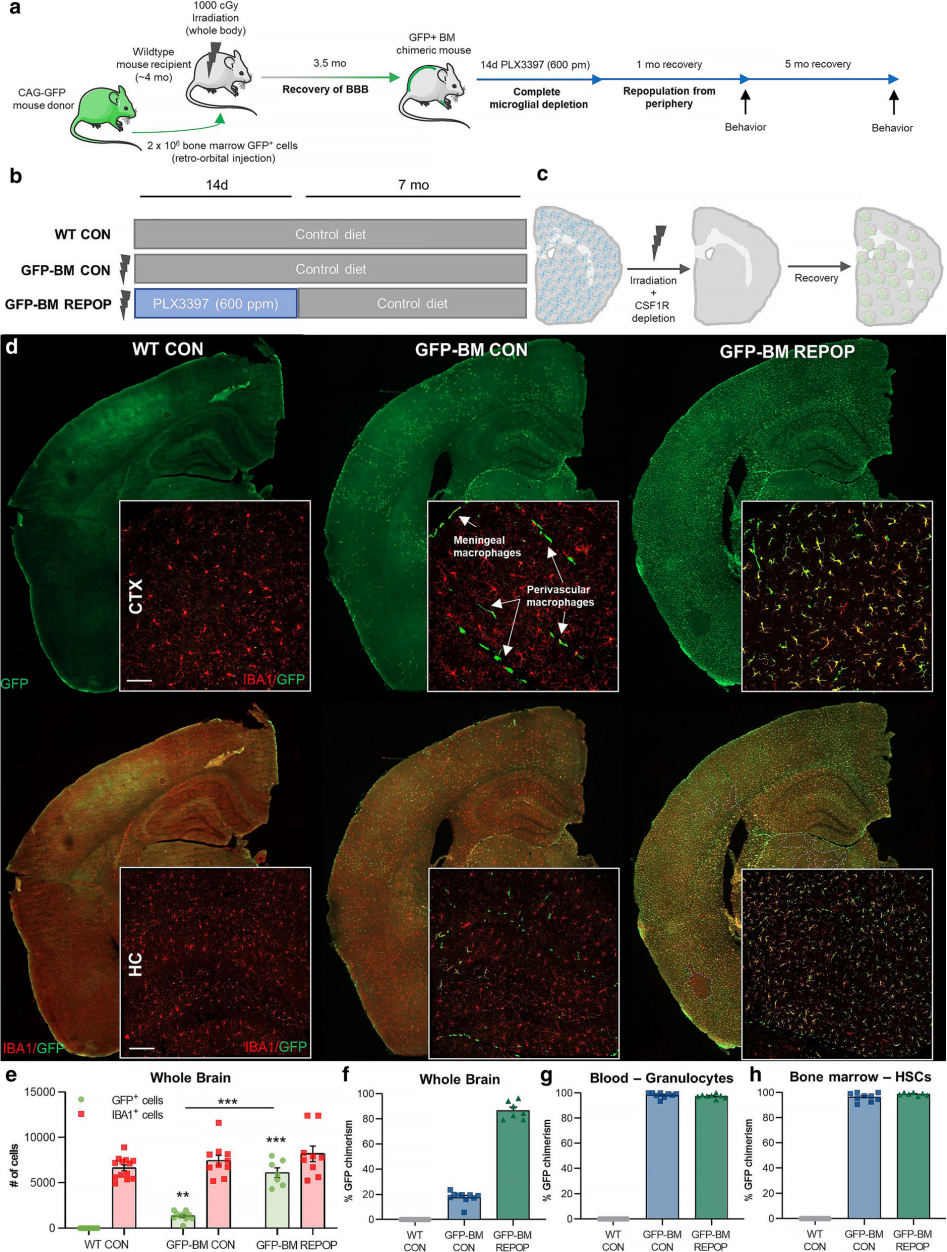
Combining irradiation, bone marrow transplant, and microglial depletion, achieves long-term and complete peripheral myeloid cell engraftment in the brain. **a**–**c** Experimental paradigm: Schematic depicting generation of chimeras with complete and long-term parenchymal engraftment of GFP^+^ bone marrow (BM)-derived peripheral myeloid cells in the brain, achieved by whole-body irradiation, BM transplant, and colony-stimulating factor 1 receptor (CSF1R)-dependent depletion. Four-month-old wild-type (WT) mice underwent whole-body irradiation (1000 cGy) and then BM transplant via retroorbital injection of 2 × 10^6^ BM cells from age- and sex-matched CAG-GFP mice. 3.5 months following BM transplant, mice were treated with 600 ppm of PLX3397 for 14 days, achieving microglial depletion, and then were placed on control diet for 6 months. **d** Representative whole brain images of GFP^+^ (green) and IBA1^+^ (red) cell deposition in control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice. Inserts include higher-resolution images of GFP^+^ engrafting cells, which appear exclusively in blood vessels and meninges in GFP-BM CON mice. **e** Quantification of number of GFP^+^ and IBA1^+^ cells in the whole brain. **f**–**h** Quantification of percent GFP chimerism in the whole brain (**f**), blood via granulocytes (CD45^+^NK1.1^−^CD11b^+^GR1^+^ cells) measured at ~ 12 weeks post irradiation/BM transplant (**g**), and bone marrow via hematopoietic stem cells (HSC; Ter119^−^CD27^+^ckit^+^Sca^+^CD150^+^CD34^−^ cells) measured at time of sacrifice (~ 10 months post irradiation/BM transplant; H). Data are represented as mean ± SEM (*n* = 8–9). ***p < 0.001. **p < 0.01. CTX cortex, HC hippocampus, GFP green fluorescent protein, IBA1 ionized calcium adapter molecule 1. Scale bar ~ 50 μm (top panel); ~ 100 μm (lower panel)

Immunohistochemical examination of the brains ~ 10 months after irradiation and ~ 7 months after PLX3397 treatment revealed the extent of BM-derived cell parenchymal engraftment. As expected, no GFP+ cells were found in the control brains (Fig. 1D). Irradiation alone, without microglial depletion/repopulation, caused partial engraftment of GFP+ BM-derived cells, particularly in meningeal and perivascular spaces, in line with prior reports (Fig. 1D; [57, 58]). Approximately 20% of parenchymal IBA1+ cells were GFP+, indicating that irradiation alone allows for limited access and engraftment of monocytes into the CNS (Fig. 1E). On the other hand, irradiated mice treated with CSF1Ri, allowing for myeloid cell repopulation (GFP-BM REPOP mice), displayed extensive (~ 80%) GFP+ myeloid cell chimerism, essentially replacing the entire microglial tissue with BM-derived cells (Fig. 1E–F). No differences in GFP+ myeloid cell repopulation were apparent between brain regions (Fig. 1D).

### Lasting effects of irradiation on BBB integrity, neurogenesis, and cell proliferation

Prussian blue staining, which labels ferric iron, was performed to evaluate for the presence of microbleeds or microhemorrhages in the brain. No significant changes in Prussian blue were observed (Fig. 2A–B). Previous studies have shown that irradiation, with accompanying monocyte infiltration, has lasting effects on BBB integrity [52, 59–61]. Despite an observed influx of peripheral-derived myeloid cells, BBB integrity was not compromised, as assessed by IgG, and fibrinogen staining ~ 10 months post-irradiation (Fig. 2C–D).

**Fig. 2:**
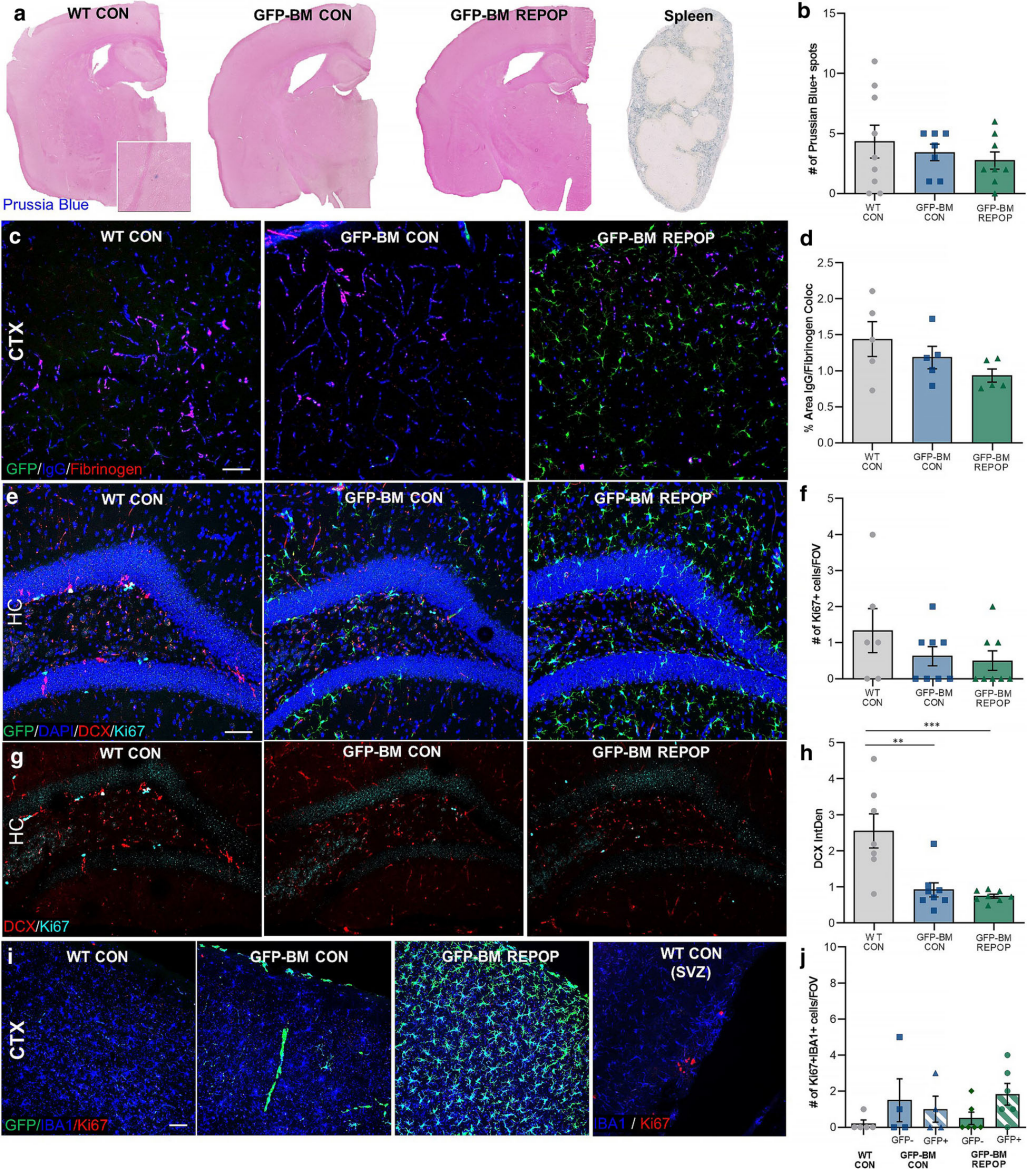
Lasting effects of irradiation on BBB integrity, neurogenesis, and cell proliferation. **a** Representative whole brain images of blood-brain barrier (BBB) integrity via Prussian blue (blue) in control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice. Spleen provides as a positive control. Insert shows higher-resolution images of a Prussian blue^+^ spot. **b** Quantification of number of Prussian Blue^+^ spots in the whole brain. **c** Representative immunofluorescence images of immunoglobulin (IgG, blue), fibrinogen (red), and GFP (BM-derived cells, green) in the cortex. **d** Quantification of % area of IgG and fibrinogen colocalization in the cortex. **e** Representative immunofluorescence images of neurogenesis marker doublecortin^+^ (DCX, red), proliferation marker Ki67^+^ (light blue), DAPI^+^ (blue), and GFP^+^ (green) staining. **f** Quantification of Ki67^+^ cells per FOV in the dentate gyrus of the hippocampus. **g** Representative immunofluorescence images of neurogenesis marker doublecortin^+^ (DCX, red) and proliferation marker Ki67^+^ (light blue) staining. **h** Quantification of DCX staining intensity in the dentate gyrus of the hippocampus. **i** Representative immunofluorescence images of proliferating myeloid cells stained for IBA1 (blue), proliferation marker Ki67 (red), and GFP (green). **j** Quantification of Ki67^+^ IBA1^+^ (including GFP^+^ and GFP^−^) cells per FOV. Data are represented as mean ± SEM (*n* = 5–8). **p < 0.01, ***p < 0.001. CTX cortex, HC hippocampus, SVZ subventricular zone, GFP green fluorescent protein, IBA1 ionized calcium adapter molecule 1. Scale bar ~ 50 μm

Another potent and long-term effect of irradiation involves impairing neurogenesis and cell proliferation [62, 63]. In line with these studies, we observe a significant decrease in doublecortin, a marker for neuronal precursor cells/neurogenesis, in the subgranular zone of the dentate gyrus in the hippocampus, a major site of neurogenesis in the mouse brain, following irradiation, which remains reduced following monocyte infiltration (Fig. 2E–H). Monocytes are short-lived cells, with a half-life of approximately 1–7 days in humans, whereas studies have shown that microglia exhibit much slower turnover rates with an average lifespan of 4.2 years in humans [64, 65]. To assess how the engrafted monocyte population is maintained over time, we explored cell proliferation using Ki67 and found no significant differences in IBA1+ cell proliferation. In fact, we detected no to little Ki67+IBA1+ cells in the cortex across all groups, including Ki67+GFP+ cells (Fig. 2I–J). In addition to examining these known long-term effects of irradiation, these data also suggest that once peripheral donor cells engraft the CNS, they are long-lived in the brain with very little cell turnover.

### Myeloid cell characterization after long-term peripheral myeloid cell engraftment

Studies have shown that monocytes downregulate their canonical markers upon infiltration and differentiation in the CNS. Moreover, the loss of the homeostatic microglial signature (e.g., *Sall1*, *Pu.1*, *Tmem119*, *Cx3cr1*, and *P2ry12*) is associated with CNS disorders [66]; thus, we sought to characterize myeloid cell surface marker expression and morphology following irradiation and microglial replacement. Immunohistochemistry utilizing ionized binding adaptor molecule 1 (IBA1), a marker common to all myeloid cells, and P2RY12, a microglial specific marker, was performed on brains collected ~ 7 months following CSF1Ri-induced peripheral myeloid cell infiltration (Fig. 3A–D). Here, the remaining microglia form pockets between GFP+ spaces within the brain (Fig. 1D; Fig. 3A; outlined by white dotted lines; quantified in Fig. 3E–G). We define these pockets or islands of remaining microglia as areas of cells that are GFP− and often P2RY12+, which are only apparent in GFP-GM REPOP mice (Fig. 3A). GFP-BM REPOP mice also exhibited an elevated number of IBA1+ cells compared to controls (Fig. 3B–D and quantified in 3H). Further characterization of IBA1+ cells shows that the number of IBA1+P2RY12+ cells is decreased in GFP-BM CON and GFP-BM REPOP mice (Fig. 3I), whereas the number of IBA1+GFP+ cells are only significantly increased in GFP-BM REPOP (Fig. 3J). These data indicate that the myeloid cells that fill the brain in GFP-BM REPOP mice are BM-derived cells and do not express a classical homeostatic microglial marker. IBA1+GFP+ BM-derived myeloid cells in GFP-BM REPOP mice also displayed distinct morphological differences from IBA1+ cells in WT CON and GFP-BM CON, as well as, IBA1+GFP− cells in GFP-BM REPOP mice, in which they displayed smaller cell bodies (Fig. 3K), larger dendrites/cell processes (Fig. 3L), and reduced dendritic complexity (Fig. 3M), consistent with BM-derived cells (i.e., monocytes) exhibiting more amoeboid-like morphology compared to microglia (refer to Fig. S1A for representative morphology reconstructions).

**Fig. 3:**
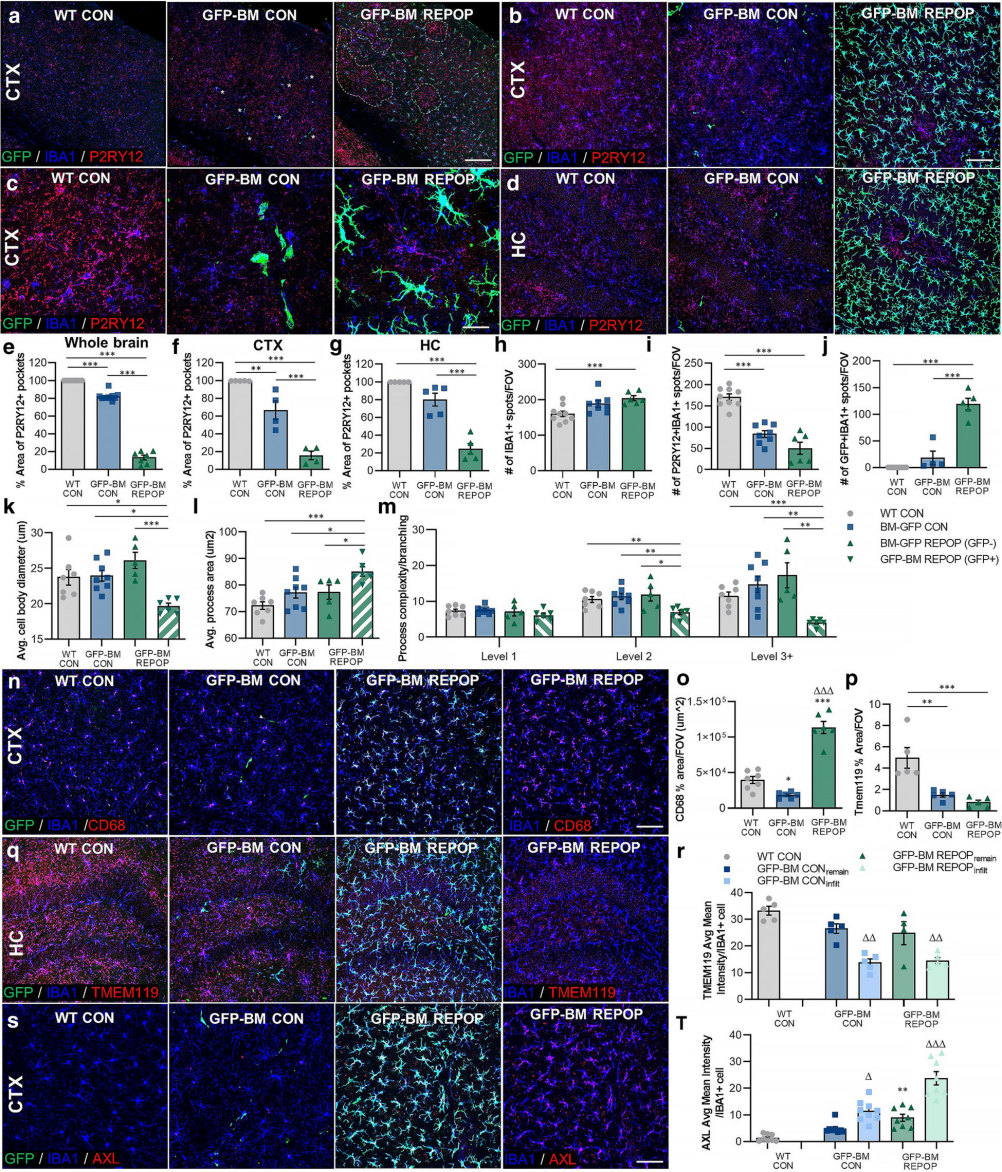
Myeloid cell characterization after long-term peripheral myeloid cell engraftment. **a**–**d** Representative immunofluorescence images of myeloid cells in the brains of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice stained for common myeloid marker ionized calcium-binding adaptor molecule 1 (IBA1, blue), microglial specific marker P2RY12 (red), and GFP (BM-derived cells, green) in the cortex (**a**–**c**) and hippocampus (**d**). Higher-resolution image showing P2RY12 immunoreactivity of IBA1^+^ and GFP^+^ cells (**c**). White dotted areas indicate pockets of high P2RY12 immunoreactivity, which coincide with a lack GFP^+^ cells. **e**–**m** Quantification of P2RY12, IBA1, and GFP^+^ staining: % area of P2RY12^+^ pockets, defined also as areas lacking GFP^+^ cell infiltrates (**e**–**g**), IBA1^+^ cell number per field of view (FOV) (**h**), P2RY12^+^IBA1^+^ cell number per field of view (FOV) (**i**), GFP^+^IBA1^+^ cell number per field of view (FOV) (**j**). For these measurements, images were captured and quantified in the hippocampus. **k**–**m** Quantification of IBA1^+^ cell morphology: average cell body diameter size (**k**), average process area (**l**), and process branching complexity (**m**). For these measurements, images were captured and quantified in the hippocampus. GFP^+^ staining was also used to distinguish between remaining microglia (IBA1^+^GFP^−^) and infiltrating monocyte (IBA1^+^GFP^+^) morphologies in GFP-BM REPOP mice. **n** Representative immunofluorescence images of myeloid cells stained for IBA1 (blue), macrophage/monocyte marker CD68 (red), and GFP (green). **o** Quantification of CD68 staining area coverage per FOV. **p** Quantification of TMEM119 staining intensity in the hippocampus. **q** Representative immunofluorescence images of myeloid cells stained for IBA1 (blue), CNS myeloid cell-specific marker TMEM119 (red), and GFP (green) in the hippocampus. **r** Quantification of the average mean intensity of TMEM119 in IBA1^+^ cells per FOV, comparing remaining microglia (remain) and infiltrating BM-derived cells (infilt). **s** Representative immunofluorescence images of proliferating myeloid cells stained for IBA1 (blue), phagocytic marker AXL (red), and GFP (green). **t** Quantification of the average mean intensity of AXL in IBA1^+^ cells per FOV, comparing remaining microglia (remain) and infiltrating BM-derived cells (infilt). Data are represented as mean ± SEM (*n* = 4–9). *p < 0.05, **p < 0.01, ***p < 0.001. CTX cortex, HC hippocampus, GFP green fluorescent protein, IBA1 ionized calcium adapter molecule 1. Scale bar ~ 150 μm (**a**); ~ 75 μm (**b**, **d**, **n**, **q**); ~ 60 μm (**s**); ~ 25 μm (**c**)

In addition, monocyte-engrafted brains displayed significantly increased CD68, a lysosomal marker associated with a heightened activation or phagocytic state, staining compared to controls and irradiated brains (Fig. 3N–O). As expected, all IBA1+ cells in control brains exhibited extensive TMEM119 immunoreactivity (Fig. 3P, S1B), and all GFP+ cells (i.e., BM/peripheral-derived cells) displayed little to no TMEM119+ staining (Fig. 3Q). In addition, it appears that irradiation induces a significant loss of TMEM119 expression (Fig. 3P, S1B). These data indicate that the engrafting BM-derived myeloid cells, even following 7 months of residence in the brain, continue to lack microglial signature expression. Collectively, these results show that although monocytes can take up residence in the brain, they maintain a unique cell surface marker and morphological identity within the brain parenchyma, even after extended periods of residence in the brain.

After evaluating all IBA1+ cells, we next sought to delineate infiltrating monocytes from microglia unaltered by treatment, referred to as *remaining microglia*. Analysis of images in regions of extensive infiltrating monocyte engraftment or extensive remaining microglia presence shows that the loss in the microglial homeostatic signature (i.e., TMEM119) is specific to monocytes. Expression of TMEM119 in remaining microglia is not significantly altered by irradiation or repopulation (Fig. 3Q–R). In addition, we also analyzed AXL, a protein enriched in phagocytic cells, and observe significant increased expression of AXL in infiltrating monocytes in both irradiated groups, as well as, remaining microglia in GFP-BM REPOP. However, AXL expression appears most elevated in infiltrating monocytes in GFP-BM REPOP mice (Fig. 3S–T).

### Transcriptional changes following long-term peripheral myeloid cell engraftment

After detecting alterations in myeloid cell expression, we continued our investigations by addressing the impact of long-term peripheral myeloid cell engraftment at the transcriptional level. 

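RNA was sequenced in 34 libraries, each made from 1 brain region of 1 mouse. WT CON mice were not irradiated. GFP-BM CON mice received 1000 cGy of irradiation and a transplant of GFP-expressing bone marrow. GFP-BM REPOP mice received the same and, 3.5 months after irradiation, the CSF1R inhibitor PLX3397 at 600 ppm for 14 days. Tissue from both transplanted groups was collected 10 months after irradiation, which for GFP-BM REPOP mice was 6 months after the inhibitor was withdrawn. The cortex was represented by 3 WT CON, 4 GFP-BM CON and 4 GFP-BM REPOP libraries, the hippocampus by 4 libraries of each group, and the thalamus, which was dissected with the striatum, by 4 WT CON, 3 GFP-BM CON and 4 GFP-BM REPOP libraries. The authors aligned the reads with STAR, counted them per Entrez gene with Rsubread and deposited them as FPKM, which the text calls RPKM. Whole reads recovered from the steps between these values ranged from 17085018 to 26010509 per library. The logarithm to base 2 of FPKM + 0.1 was compared with limma-trend, in 1 fit per region that held all 3 groups, for 14710 genes that reached an FPKM of 1 in at least 3 libraries. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed (DEGs). Because the paper's text names no genome build, genes are given by symbol and, at their first mention, by Entrez ID, without coordinates.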

Since previous studies have shown that microglial heterogeneity is detected in a distinct brain region-specific manner by bulk tissue RNA sequencing (RNAseq) [67–70], we performed RNAseq analysis on three brain regions (cortex, hippocampus, and thalamus/striatum). Gene expression can be explored at http://rnaseq.mind.uci.edu/green/long-term_monocytes/. To initially identify gene expression changes due to both irradiation and the brain-wide presence of monocytes, we compared the transcriptomes of GFP-BM REPOP mice to controls (WT CON), which resulted in 2695 differentially expressed genes (DEGs; FDR < 0.05) across all brain regions. 

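A total of 200 DEGs were found in at least 1 region. Of these, 33 were shared by the cortex and the thalamus, with 24 higher and 9 lower in GFP-BM REPOP mice in both regions. The number shared by all 3 regions was 0. At an unadjusted p under 0.05, 2107 genes passed in the cortex, 1423 in the hippocampus and 3677 in the thalamus, where 736 would pass by chance in each. The alternative that moved the total most was a correction for GC content and gene length in which WT CON replicate 1 of the hippocampus and thalamus was also left out. It gave 2344 DEGs and was chosen after the data were seen. Leaving out WT CON replicate 1 of the thalamus alone gave 1831 DEGs, and a single fit of all 9 groups of libraries gave 2294.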

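In the thalamus, 123 DEGs separated GFP-BM REPOP from WT CON mice, 111 higher and 12 lower in GFP-BM REPOP mice, with a smallest adjusted p of 0.0013. The cortex had 108 DEGs, 59 higher and 49 lower, with a smallest adjusted p of 7.5e-05. The hippocampus had 2 DEGs, both higher. The spread between libraries of one group differed by region, with a median residual SD of 0.118 on the log2 scale in the cortex, 0.292 in the hippocampus and 0.225 in the thalamus. Single libraries moved these counts: without WT CON replicate 1 the thalamus had 1788 DEGs, and without GFP-BM REPOP replicate 3 it had 12. In the cortex the count rose to 242 without GFP-BM REPOP replicate 1 and fell to 53 without WT CON replicate 1. When all 9 groups shared one estimate of the spread, the counts were 27 in the cortex, 411 in the hippocampus and 1954 in the thalamus. The WT CON thalamus libraries also differed in the level of high-GC against low-GC genes, a measure that averaged 2.08 in WT CON and 0.67 in GFP-BM REPOP libraries (difference -1.41, two-sided exact permutation test, p = 0.029).

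The difference between regions was tested itself, as a contrast of contrasts over all libraries with the animal as a random block. This fit used a single estimate of the spread for all regions. The median residual SD was 0.242 with all 9 groups in one fit. It was 0.192 with the cortex and thalamus alone, and 0.274 with the hippocampus and thalamus alone. The test may therefore be too strict between the first 2 regions and too lenient between the last 2. Between the thalamus and the cortex, 0 genes passed (773 at an unadjusted p under 0.05, smallest adjusted p 0.6). Between the thalamus and the hippocampus, 5 genes passed, all of them higher in GFP-BM REPOP mice in the hippocampus relative to the thalamus. After *Ms4a7*, the largest rise among the thalamus DEGs was in *Gabra2* (Entrez 14395), from 2.03 ± 1.78 FPKM (SD, n = 4) in WT CON to 19.7 ± 7.75 (SD, n = 4) in GFP-BM REPOP libraries, a log2 fold change of 3.50 (standard error 0.48, adjusted p = 0.016 from limma-trend) that kept its direction in every alternative tried, between 2.41 and 4.00. *Gabra2* was nearly as high in GFP-BM CON libraries, at 17.7 ± 2.39 FPKM (SD, n = 3). The hippocampus DEGs were *9130024F11Rik* (329160), which went from 0.929 ± 0.151 to 5.3 ± 1.49 FPKM (SD, n = 4 each; log2 fold change 2.36, standard error 0.30, adjusted p = 0.038), and *Plxdc1* (72324), which went from 6.37 ± 0.994 to 15.0 ± 1.94 FPKM (SD, n = 4 each; log2 fold change 1.23, standard error 0.16, adjusted p = 0.038). Each of the 2 genes passed in only 1 of the 8 fits that left out one library, and both were higher in the WT CON cortex, at 8.81 and 18.2 FPKM. Among the cortex DEGs, the largest fall was in gene ID 100862237 (log2 fold change -3.46, standard error 0.69, adjusted p = 0.046), followed by *Gm21075* (100861610; -3.40, standard error 0.62, adjusted p = 0.028). Both are reported as uncertain, since they belong to genes with near-identical copies among which reads cannot be assigned with confidence.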

Notably, the effects were most prominent in the thalamus (2401 DEGs), followed by the hippocampus (370 DEGs), with few DEGs detected in the cortex (36 DEGs; Fig. 4A). We next examined transcriptional changes due to irradiation alone (i.e., WT-CON vs. GFP-BM CON), and due to the presence of monocytes (i.e., GFP-BM CON vs. GFP-BM REPOP; Fig. 4A) and display the results as volcano plots (Fig. 4B–D). Separating the effects of irradiation and monocyte infiltration, we observe that the hippocampus and thalamus are more vulnerable to irradiation-induced gene changes, compared to the cortex, which shows little to no changes. 

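Between GFP-BM CON and WT CON mice, the cortex had 47 DEGs, 31 higher and 16 lower after irradiation and transplant, with a smallest adjusted p of 0.0022. The hippocampus and the thalamus had 0 DEGs each. At an unadjusted p under 0.05, 2347 genes passed in the cortex, 3517 in the hippocampus and 3045 in the thalamus. These counts are not corrected for GC content. The level of high-GC against low-GC genes was lower than in WT CON libraries in each region. The difference was -0.42 in the cortex (two-sided exact permutation test, p = 0.029), -1.2 in the hippocampus (exact p = 0.057) and -1.46 in the thalamus (exact p = 0.086). Across genes, the fold change correlated with GC content (r = -0.35, -0.54 and -0.64 in that order). The smallest adjusted p was 0.071 in the hippocampus and 0.058 in the thalamus, so that single libraries decided whether genes passed there. Without WT CON replicate 3 the hippocampus had 963 DEGs, without GFP-BM CON replicate 4 it had 795, and without WT CON replicate 1 the thalamus had 1179. In the cortex the count was between 6 and 25 when 1 of the libraries compared was left out, and 230 without GFP-BM REPOP replicate 1, which enters only through the shared spread. One fit of all 9 groups reversed the order, with 0 DEGs in the cortex (450 at an unadjusted p under 0.05), 2849 in the hippocampus and 1347 in the thalamus. Tested directly, the effect of irradiation differed between the hippocampus and the cortex for 0 genes (1484 at an unadjusted p under 0.05, smallest adjusted p 0.22) and between the thalamus and the cortex for 0 genes (507, smallest adjusted p 0.71). These tests also shared a single spread over all regions, which may be too strict between the thalamus and the cortex.

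The largest changes among the cortex DEGs included a rise in *Gm3257* (100041293), with a log2 fold change of 3.00 (standard error 0.41, adjusted p = 0.018 from limma-trend), and falls in *Cort* (12854), at -1.0 (standard error 0.16, adjusted p = 0.035), and *Mthfd2* (17768), at -0.82 (standard error 0.15, adjusted p = 0.044). For each of these genes, all 4 GFP-BM CON libraries lay beyond all 3 WT CON libraries, which was required of the genes named and is not further evidence. With one library left out, *Gm3257* and *Cort* each passed in only 2 and *Mthfd2* in 1 of the 7 fits. *Cort* went from 16.3 ± 3.51 FPKM (SD, n = 3) to 8.1 ± 1.43 (SD, n = 4).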

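Between GFP-BM REPOP and GFP-BM CON mice, which were both irradiated, the cortex had 7 DEGs, 6 higher and 1 lower in GFP-BM REPOP mice (628 genes at an unadjusted p under 0.05), the hippocampus had 4, all higher (1716), and the thalamus had 0 (139, smallest adjusted p 0.43). By chance 736 would pass unadjusted in each region. The thalamus lay far under this number, so its 0 DEGs do not show that no gene changed. Of the paper's monocyte signature, which was chosen on these samples, all 11 rising genes tested were higher there in GFP-BM REPOP mice. Their median log2 fold change was 1.23. In the cortex the DEGs included *Lyz2* (17105; log2 fold change 2.27, standard error 0.19, adjusted p = 9.7e-04 from limma-trend) and *Ms4a7* (109225; 2.47, standard error 0.28, adjusted p = 0.011) among those that rose, and *Slc2a5* (56485; -1.10, standard error 0.16, adjusted p = 0.04) as the one that fell. With one library left out, *Lyz2* passed in 8, *Ms4a7* in 6 and *Slc2a5* in 1 of the 8 fits. The hippocampus DEGs included *Plxdc1* (log2 fold change 1.24, standard error 0.16, adjusted p = 0.028), *Il17d* (239114; 1.00, standard error 0.13, adjusted p = 0.028) and *Ier5* (15939; 0.87, standard error 0.12, adjusted p = 0.029). In each of these genes, as in all 4 DEGs, every GFP-BM REPOP library lay above every GFP-BM CON library. For *Plxdc1* and *Il17d* this was required for naming them. *Plxdc1* and *Il17d* each passed in only 1 of the 8 fits that left out one library. *Il17d* went from 16.1 ± 2.28 to 32.1 ± 3.91 FPKM and *Ier5* from 16.0 ± 2.00 to 29.4 ± 2.97 FPKM (SD, n = 4 each). *Ier5* was chosen after its values were seen, because the count is small. *Plxdc1*, *Il17d* and *Ier5* were higher in the WT CON cortex than in the WT CON hippocampus, and markers of the cortex, relative to markers of the hippocampus, were higher in the GFP-BM REPOP hippocampus libraries by 1.97 on the log2 scale (two-sided exact permutation test, p = 0.029). The cortex markers alone differed by 0.58 (exact p = 0.057) and the hippocampus markers by -1.4 (exact p = 0.057). Whether cortical tissue alone raised these DEGs was not decided.

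The hippocampus count went from 0 without GFP-BM CON replicate 2 to 6 without GFP-BM CON replicate 1, and the cortex count from 1 to 30. With all 9 groups in one fit, 665 DEGs were found in the hippocampus and 6 in the cortex. The effect differed between the hippocampus and the cortex for 26 genes (1254 at an unadjusted p under 0.05), 23 of which were higher in the hippocampus, and between the hippocampus and the thalamus for 4 genes (1124). The single spread shared by all regions may be too lenient between the hippocampus and the thalamus.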

Of note, the most significant transcriptional changes due to monocyte infiltration occur exclusively in the hippocampus. 

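For every DEG of the 9 comparisons, the libraries of the groups compared did not overlap, but such separation was common among other genes too. Between GFP-BM REPOP and WT CON mice, 1395 genes were without overlap in the cortex, where chance gives 5.71% or 841 genes. In the hippocampus there were 588 and in the thalamus 2767, where chance gives 2.86% or 420 genes. Between GFP-BM CON and WT CON mice, 2347 genes were without overlap in the cortex (chance 841), 2021 in the hippocampus (chance 420) and 3392 in the thalamus (chance 841). Between GFP-BM REPOP and GFP-BM CON mice there were 454 in the cortex (chance 420), 1012 in the hippocampus (chance 420) and 671 in the thalamus (chance 841). Of the DEGs between GFP-BM REPOP and WT CON mice, 40 in the cortex, 2 in the hippocampus and 109 in the thalamus had a log2 fold change beyond 1 in size.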

Overall, these results demonstrate that different brain regions exhibit selective vulnerabilities to irradiation and the infiltration of monocytes. Using the DEGs present in the transcriptional comparison between WT CON vs. GFP-BM REPOP mice across all three brain regions, we were able to build a unique long-term monocyte-related signature (Fig. 4E). Among these genes most prominently upregulated in monocyte-engrafted mice, we identified *Apobec1*, the chemokine receptor *Ccr1*, the C-type lectin *Mrc1*, and several members of the Ms4a cluster (*Ms4a6b*, *Ms4a6c*, and *Ms4a7*). In this comparison, known microglial specific genes were also downregulated, including *Crybb1*, *Slc2a5*, *Siglech* (selected genes shown in Fig. S2A).

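The signature of Fig. 4E and the text holds 15 genes that rise and 9 that fall, of which 11 and 8 passed the filter on low values. All 11 rising genes were higher in GFP-BM REPOP than in WT CON mice in each region, with a median log2 fold change of 2.10 in the cortex, 1.66 in the hippocampus and 2.00 in the thalamus. All 8 falling genes were lower, with medians of -1.79, -1.56 and -1.66. Over all genes tested, 11 rising genes passed in the cortex, 0 in the hippocampus and 10 in the thalamus, and 6, 0 and 5 of the falling genes. All 8 falling genes and all 11 rising genes passed in each region when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. For the 19 genes the adjusted p in the hippocampus ran from 0.055 for *Lag3* upwards. With all 9 groups in one fit, 24 genes passed in all 3 regions, the largest number that any alternative gave. Of these, 16 belong to the signature and 8 do not, and *Siglech* was not among them.

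**Figure D1:**
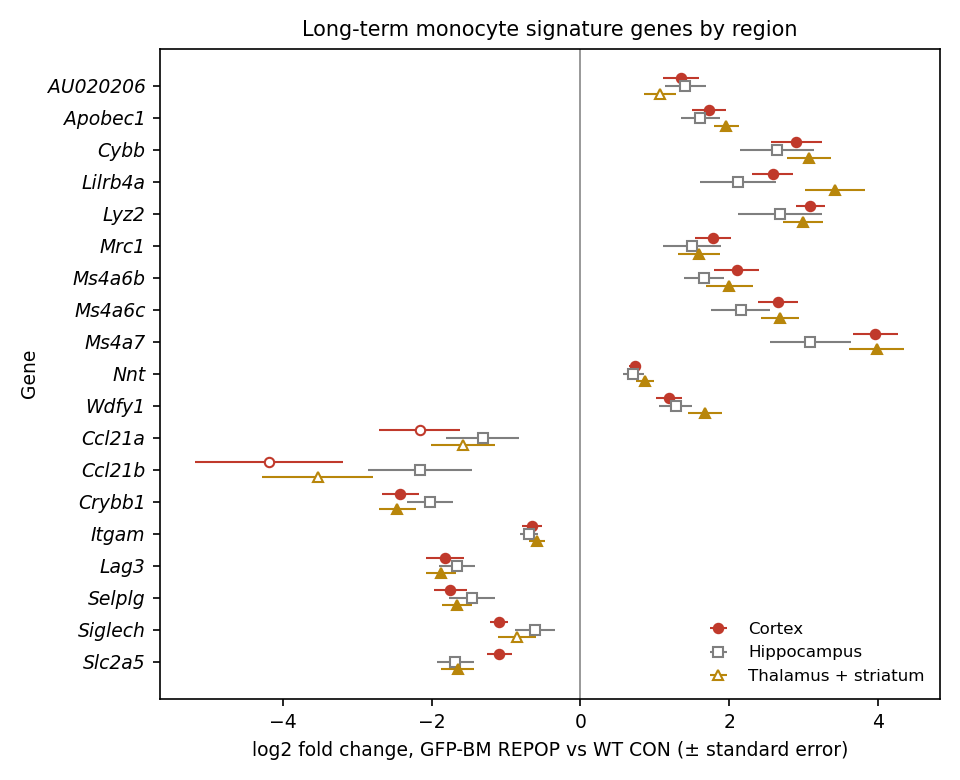
Log2 fold change between GFP-BM REPOP and WT CON mice for the 19 signature genes tested, by region, with the standard error as a bar and filled symbols for an adjusted p under 0.05 over all 14710 genes. All 11 rising genes lie above 0 and all 8 falling genes below 0 in each region, and none of the hippocampus symbols is filled.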

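*Apobec1* (11810) was at 0.666 ± 0.0887 FPKM (SD, n = 3) in WT CON and 2.52 ± 0.725 (SD, n = 4) in GFP-BM REPOP cortex libraries, a log2 fold change of 1.73 (standard error 0.23, adjusted p = 0.0066 from limma-trend). The fold change was 1.61 in the hippocampus (standard error 0.26, adjusted p = 0.07) and 1.96 in the thalamus (standard error 0.17, adjusted p = 0.0013), where *Apobec1* passed in all 8 fits that left out one library. Of the 5 rising genes tested here, *Ms4a7* changed most, from 0.181 ± 0.0835 (SD, n = 3) to 4.17 ± 0.554 FPKM (SD, n = 4) in the cortex, with a log2 fold change of 3.96 there (standard error 0.30, adjusted p = 1.6e-04), 3.09 in the hippocampus (standard error 0.54, adjusted p = 0.081) and 3.98 in the thalamus (standard error 0.37, adjusted p = 0.0013). *Ms4a6c* rose by 2.65 in the cortex (adjusted p = 0.0018), 2.15 in the hippocampus (adjusted p = 0.081) and 2.68 in the thalamus (adjusted p = 0.0013). For *Ms4a6b* the values were 2.10 (adjusted p = 0.0085), 1.66 (adjusted p = 0.07) and 2.00 (adjusted p = 0.028), and for *Mrc1* 1.78 (adjusted p = 0.0066), 1.50 (adjusted p = 0.3) and 1.59 (adjusted p = 0.044). In the thalamus, *Ms4a6b* passed in 3 and *Mrc1* in 1 of the 8 fits that left out one library. For each of these 5 genes, every GFP-BM REPOP library lay above every WT CON library of its region. *Ccr1* (12768) stayed under the filter and was not tested. It was at 0.0403 ± 0.0222 FPKM (SD, n = 3) in WT CON and 0.539 ± 0.23 (SD, n = 4) in GFP-BM REPOP cortex libraries, and at 0.0465 ± 0.0436 and 0.469 ± 0.139 FPKM (SD, n = 4 each) in the hippocampus, again without overlap.

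Part of the rise was already present in GFP-BM CON mice. Relative to WT CON mice, 11 rising signature genes had a median log2 fold change of 0.93 in the cortex, 0.95 in the hippocampus and 1.27 in the thalamus, and between GFP-BM REPOP and GFP-BM CON mice the medians were 1.48, 0.72 and 1.23. In that second comparison, *Apobec1* (1.48, adjusted p = 0.04) and *Ms4a6c* (1.87, adjusted p = 0.028) passed in the cortex, though each in only 1 of the 8 fits that left out one library.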

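*Crybb1* (12960) was at 5.52 ± 1.34 FPKM (SD, n = 3) in WT CON and 0.959 ± 0.281 (SD, n = 4) in GFP-BM REPOP cortex libraries, a log2 fold change of -2.42 (standard error 0.25, adjusted p = 0.0018 from limma-trend). It changed by -2.02 in the hippocampus (standard error 0.31, adjusted p = 0.064) and by -2.46 in the thalamus (standard error 0.25, adjusted p = 0.0024). *Slc2a5* changed by -1.09 in the cortex (standard error 0.17, adjusted p = 0.014), -1.68 in the hippocampus (standard error 0.25, adjusted p = 0.056) and -1.65 in the thalamus (standard error 0.22, adjusted p = 0.014). It passed in 6 of the 7 fits without one cortex library and in 5 of the 8 without one thalamus library. For both genes, every GFP-BM REPOP library lay below every WT CON library of its region. *Siglech* changed by -1.09 in the cortex (standard error 0.12, adjusted p = 0.0019), where the groups did not overlap. In the hippocampus its log2 fold change was -0.61 (standard error 0.27, adjusted p = 0.52) and in the thalamus -0.85 (standard error 0.26, adjusted p = 0.11), in each case with overlapping groups. In the thalamus WT CON replicate 2 was at 1.96 FPKM, against 4.09 to 4.27 in the other 3 WT CON libraries.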

**Fig. 4:**
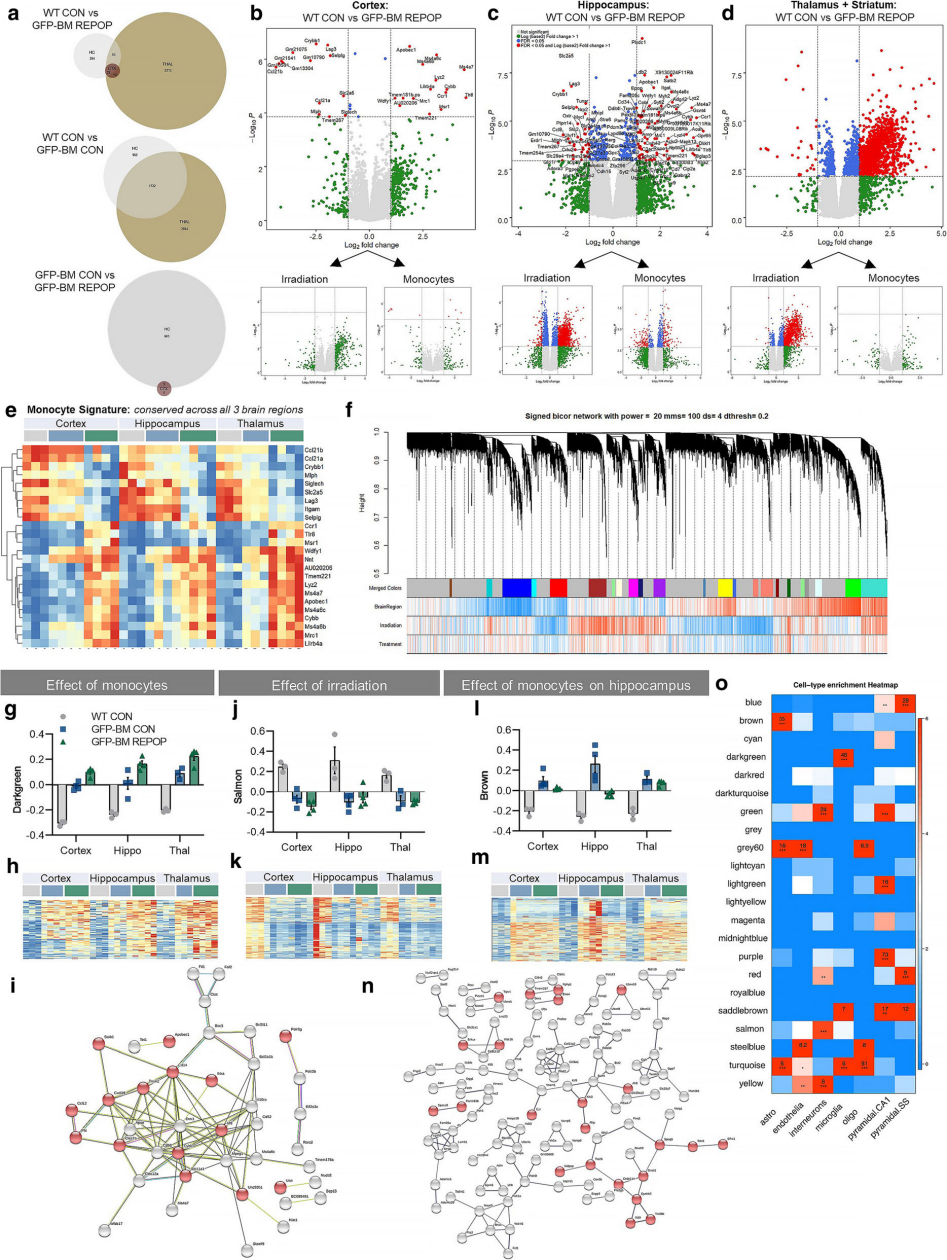
Transcriptional changes following long-term peripheral myeloid cell engraftment. **a** Venn diagrams displaying the number of differentially expressed genes (DEGs, numbers provided) generated in transcriptional comparisons between mice (control, WT CON; irradiated, GFP-BM CON; monocyte-engrafted, GFP-BM REPOP) in the hippocampus (HC, gray), cortex (CTX, red), and thalamus + striatum (THAL, tan). **b**–**d** Volcano plots displaying the fold change of genes (log2 scale) and their *p* values (−log10 scale) between WT CON vs GFP-BM REPOP in the cortex (**b**), hippocampus (**c**), and thalamus + striatum (**d**). Plots are further separated by the effect of irradiation and presence of monocytes alone. **e** Heatmap of the monocyte signature (selected DEGs conserved in all three brain regions in monocyte-engrafted mice). **f** Signed bicor network shows the effects of brain region (BrainRegion), irradiation, and treatment, which are separated into distinct colored modules. **g**–**i** Monocyte signature: Module eigengene trajectory of darkgreen (**g**), heatmap of gene expression value in darkgreen (**h**), and a STRING interaction map of darkgreen (**i**). Red nodes indicate genes enriched in the gene ontology (GO) term defense response. (**j**–**k**) Irradiation: Module eigengene trajectory of salmon (**j**) and heatmap of gene expression value in salmon (K). **l**–**n** Effects of monocytes specific to the hippocampus: Module eigengene trajectory of red (**l**), heatmap of gene expression value in red (**m**), and a STRING interaction map of red (**n**). Red nodes indicate genes enriched in the GO term cilium organization. **o** Cell-type enrichment heatmap displays genes associated with specific cell types within a given color module. Values provided indicate the number of genes within the network associated with that a specific cell type. *** = 6+ genes. ** = 3+ genes.

To understand and place transcriptional changes associated with microglial-monocyte replacement and irradiation within three distinct brain regions on a broader system-level scale, we next conducted weighted gene co-expression network analysis (WGCNA) [49]. Twenty-two distinct modules were identified and given color-based names (Fig. 4F). The correlation between modules is shown in Fig. S2B, highlighting modules that behave similarly to one another. We initially focused on modules that exhibited the highest correlation with monocyte presence in the brain (“treatment” variable) and identified a single module: darkgreen (Fig. 4G–I). 

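The module's eigengene is a weighted summary of all of its members. In its place, a score was computed as the mean over *Apobec1*, *Apoe*, *Clec7a*, *Ms4a6c* and *Ms4a7*, the 5 members that the text names, of each gene's log2 FPKM, standardized over all libraries. In the cortex the score was -1.29 ± 0.04 (SD, n = 3) in WT CON, -0.82 ± 0.13 (SD, n = 4) in GFP-BM CON and 0.76 ± 0.30 (SD, n = 4) in GFP-BM REPOP mice. In the hippocampus it was -0.71 ± 0.16, 0.05 ± 0.70 and 1.02 ± 0.38 (SD, n = 4 each), and in the thalamus -0.64 ± 0.14 (SD, n = 4), 0.02 ± 0.07 (SD, n = 3) and 1.29 ± 0.28 (SD, n = 4). GFP-BM REPOP exceeded WT CON mice by 2.05 in the cortex, 1.73 in the hippocampus and 1.92 in the thalamus (two-sided exact permutation test, p = 0.029 in each region, the smallest p that these group sizes allow). Against GFP-BM CON mice the difference was 1.58 in the cortex (p = 0.029 from the exact test), 1.27 in the thalamus (p = 0.029) and 0.97 in the hippocampus (p = 0.086), where the groups overlapped. GFP-BM CON exceeded WT CON mice by 0.47 in the cortex (exact p = 0.029), 0.65 in the thalamus (exact p = 0.029) and 0.76 in the hippocampus (exact p = 0.086). The differences between GFP-BM REPOP and WT CON mice stayed between 1.62 and 2.16 in every fit that left out one library. The alternative that moved these differences most was quantile normalization, under which GFP-BM CON exceeded WT CON mice by 0.18 in the hippocampus (exact p = 0.71) and by 0.16 in the thalamus (exact p = 0.54). Because the module was found on these samples, the score does not test it independently.

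**Figure D2:**
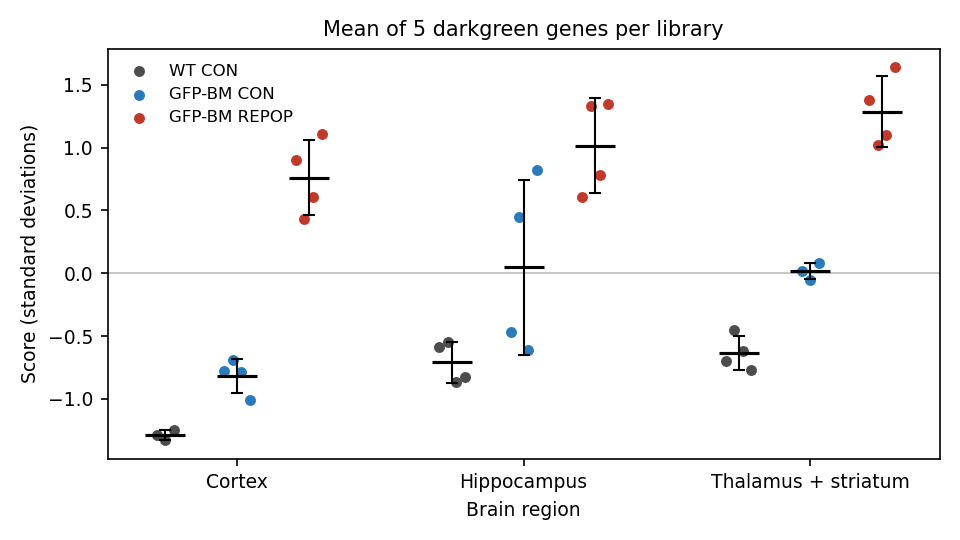
Mean of the standardized log2 values of 5 darkgreen genes, in standard deviations, for each library (points) by region and group, with the group mean (line) and SD (bar). The GFP-BM REPOP libraries lie between 0.43 and 1.64, above all WT CON libraries, which lie between -1.33 and -0.45.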

Eigengene values for darkgreen showed consistent increases in GFP-BM REPOP mice across all three brain regions, reflected in the provided heatmap (Fig. 4H). Furthermore, cell-type enrichment analysis (Fig. 4O) demonstrated that darkgreen genes are myeloid-enriched and included previously identified peripheral myeloid-related genes: *Apobec1*, *Apoe*, *Clec7a*, *Ms4a6c*, and *Ms4a7*. Accordingly, pathway analyses listed the top Biological Process Gene-Ontology (GO) terms: *response to other organism*, *defense response to protozoan*, *response to external stimulus*, *defense response*, and *positive regulation of cytokine production*. 

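*Apoe* was the most abundant of these genes, at 1040 ± 48.7 FPKM (SD, n = 3) in WT CON and 1550 ± 168 (SD, n = 4) in GFP-BM REPOP cortex libraries, a log2 fold change of 0.57 (standard error 0.08, adjusted p = 0.0097 from limma-trend). In the hippocampus the fold change was 0.53 (standard error 0.21, adjusted p = 0.48) and in the thalamus 0.24 (standard error 0.16, adjusted p = 0.31), where the groups overlapped. *Clec7a* rose from 0.21 ± 0.0765 FPKM (SD, n = 3) to 1.04 ± 0.27 (SD, n = 4) in the cortex, a log2 fold change of 1.88 (standard error 0.31, adjusted p = 0.018) that passed in 4 of the 7 fits without one library. It rose by 1.51 in the hippocampus (standard error 0.51, adjusted p = 0.43) and by 1.75 in the thalamus (standard error 0.25, adjusted p = 0.019), there passing in 5 of the 8 fits.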

Genes in the darkgreen module are displayed in a functional protein-protein interaction network highlighting genes (in red) in *defense response* (Fig. 3I). In addition to identifying a monocyte-specific signature module, we also identified several modules associated with irradiation across all three brain regions. Here, we provide one module: salmon (Fig. 4J–K). Cell-type enrichment analysis shows that the salmon module is significantly enriched with interneuron genes (Fig. 4O). 

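The paper's text does not list the members of the salmon module, so a set of 20 interneuron marker genes was tested against all other genes with camera, at its preset correlation between genes. Its adjusted p values cover a family of 36 tests, 4 gene sets in 9 comparisons. Between GFP-BM CON and WT CON mice the interneuron set differed from other genes by 0.12 on the log2 scale in the cortex (adjusted p = 0.7), -0.30 in the hippocampus (adjusted p = 0.58) and 0.03 in the thalamus (adjusted p = 0.71). In the cortex it was lower in GFP-BM REPOP than in GFP-BM CON mice, with a difference of -0.09 (adjusted p = 0.035). Without GFP-BM CON replicate 1 that adjusted p was 0.49, the highest among the fits that left out one library. None of the 8 set tests that passed in the family held with camera's estimated correlation (adjusted p = 0.91) or with fry (adjusted p from 0.8 to 0.89).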

Functional annotation of the salmon module shows that it is enriched in the following top GO terms: *cellular process* and *gene expression*, and Reactome Pathways: *Metabolism of RNA*, *Processing of Capped intron-Containing Pre-mRNA*, *mRNA Splicing*, and *RNA Polymerase II Transcription*. These findings are consistent with the known effects of irradiation, including DNA damage and repair [71], and recent studies have shown that splicing factors are recruited to sites of DNA damage [72]. 

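A set of 89 splicing genes was defined by families of gene symbols. Between GFP-BM CON and WT CON mice its difference from other genes was 0.02 on the log2 scale in the cortex (adjusted p = 0.72 from camera), -0.03 in the hippocampus (adjusted p = 0.056) and 0.10 in the thalamus (adjusted p = 0.72), where the mean of the set, not set against other genes, was higher by 0.26 (two-sided exact permutation test, p = 0.057). In the hippocampus the test passed without the filter on low values (-0.02, adjusted p = 0.038) and after a correction for GC content and length that was chosen after the data were seen (-0.18, adjusted p = 6.2e-05), and its adjusted p ran from 0.0063 to 0.48 when one library was left out. Between GFP-BM REPOP and WT CON mice the set was lower than other genes in the hippocampus by a difference of -0.07 (adjusted p = 0.012), which held in each fit without one library (adjusted p at most 0.046). Between GFP-BM REPOP and GFP-BM CON mice it was lower in the cortex, with a difference of -0.03 (adjusted p = 0.035, or 0.54 without GFP-BM CON replicate 1).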

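Recovery was measured as the share of genes changed by irradiation whose change reversed its sign between GFP-BM CON and GFP-BM REPOP mice. At an adjusted p under 0.05 no such genes were left in the hippocampus, so the share was taken over genes with an unadjusted p under 0.05 for GFP-BM CON against WT CON, a threshold chosen after the data were seen. In the hippocampus, 95.0% of 3517 genes moved back towards WT CON mice, by a median of 0.51 of the change. In the cortex it was 81.8% of 2347 genes, by a median of 0.23, and in the thalamus 74.8% of 3045 genes, by a median of 0.07. At the adjusted threshold the share in the cortex was lower, at 70.2% of 47 genes, by a median of 0.07. With one library left out it ran from 41.7% of 12 genes (without WT CON replicate 1) to 80% of 25 (without WT CON replicate 3). Some alternatives left DEGs in the other regions. With all 9 groups in one fit the share at the adjusted threshold was 95.2% of 2849 genes in the hippocampus and 81.6% of 1347 in the thalamus. In the hippocampus it was also 98.9% of 963 without WT CON replicate 3 and 99.6% of 795 without GFP-BM CON replicate 4, and in the thalamus 89.9% of 258 with a pseudocount of 1, 88.4% of 318 with quantile normalization and 80.0% of 1179 without WT CON replicate 1. Where few DEGs were left, it was 97.2% of 36 in the hippocampus and 50% of 4 in the thalamus after the correction for GC content and length. In the thalamus it was also 50% of 4 without GFP-BM REPOP replicate 4. Hippocampus fits that left only 1 or 2 genes are not listed. These shares at the adjusted threshold were not compared with reassigned libraries, and none was computed with array quality weights, which left 2643 and 654 DEGs in these regions. Both comparisons share the GFP-BM CON libraries, so a share above 50.0% arises without any recovery. When the libraries of both transplanted groups were reassigned in all 70 ways, the hippocampus share had a median of 74.0% and reached 95.0% or more in 9 arrangements (exact permutation test, one-sided, p = 0.13). The corresponding exact p was 0.41 in the cortex and 0.40 in the thalamus. In 100 simulations in which GFP-BM REPOP equalled GFP-BM CON mice, the median share was 72.1% in the hippocampus, and 2 of the simulations reached the observed share, against 8 in the cortex and 52 in the thalamus. The share in the hippocampus stayed between 88.4% and 97.1% when one library was left out. Among the 700 of these genes whose log2 level differed by under 0.25 between the cortex and the thalamus in each group, it was 91.4% (exact p = 0.24). A test of whether the share differed between regions was not made.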

Several modules indicate that monocyte engraftment leads to a partial recovery of irradiation-induced effects, specifically in the hippocampus. Here, we show one module: brown (Fig. 4L–N). Cell enrichment analysis revealed the brown module to be highly enriched for astrocyte-expressed (astro) genes (Fig. 4O). 

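A set of 20 astrocyte marker genes rose in the hippocampus between WT CON and GFP-BM CON mice, by 0.19 on the log2 scale relative to other genes (adjusted p = 0.039 from camera), and was lower in GFP-BM REPOP than in GFP-BM CON mice, with a difference of -0.06 (adjusted p = 0.38), which became -0.18 (adjusted p = 0.046) after quantile normalization. The rise was 0.35 (adjusted p = 0.0036) after quantile normalization and 0.27 (adjusted p = 4.4e-04) after a correction for GC content and length that was chosen after the data were seen. Without WT CON replicate 3 the adjusted p of the rise was 0.48. As a mean over the 20 genes, the rise was 0.32 (two-sided exact permutation test, p = 0.029). In the cortex the set was lower relative to other genes in GFP-BM CON mice, with a difference of -0.10 (adjusted p = 0.035), and in GFP-BM REPOP mice, with a difference of -0.09 (adjusted p = 0.012), each compared with WT CON mice. The first lost significance after quantile normalization (adjusted p = 0.19) and after the correction for GC content and length (adjusted p = 0.18), and the second after quantile normalization (adjusted p = 0.066).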

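A set of 76 cilium genes was higher in the hippocampus of GFP-BM CON than of WT CON mice by 0.14 relative to other genes (adjusted p = 0.48 from camera) and lower in GFP-BM REPOP than in GFP-BM CON mice, with a difference of -0.28 (adjusted p = 0.035). The fall was not significant after quantile normalization (adjusted p = 0.13) or without GFP-BM CON replicate 4 (adjusted p = 0.63). In the thalamus the set rose between GFP-BM CON and GFP-BM REPOP mice, by 0.10 relative to other genes (adjusted p = 0.035), but not without GFP-BM REPOP replicate 2 (adjusted p = 0.74). Within groups, over the 12 hippocampus libraries, the mean of the cilium genes followed the mean of 16 choroid plexus markers (Pearson's r = 0.92, permutation p = 2.0e-04, Spearman's rho = 0.92, permutation p = 7.0e-04, and r = 0.84 without the 2 libraries farthest from the median). Each mean was taken as the deviation from its group's mean, and libraries were permuted inside groups. The correlation therefore does not itself test the differences between groups. *Ttr*, the most abundant of these markers, was at 1790 ± 3040 FPKM in WT CON, 3030 ± 2930 in GFP-BM CON and 190 ± 92.6 in GFP-BM REPOP libraries (SD, n = 4 each).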

The top GO terms identified in this module were *cilium organization*, *plasma membrane bounded cell projection assembly*, *cilium assembly*, and *cell projection organization*. Genes in the brown module are displayed in a functional protein-protein interaction network highlighting genes (in red) in *cilium organization* (Fig. 4N). Cilia are small microtubule-based signaling projections expressed on virtually all cells, including neurons and glia. Cilium function is implicated in sensing the extracellular environment, signal transduction, and regulating cell division/cell cycle [73]. Recent studies also indicate that cilia and cilia-associated proteins may play a role in neuronal development and DNA damage and repair [74]. Together, these data indicate that irradiation and the presence of repopulating monocytes play a role in altering astrocyte and neuronal-related genes in the brain, as well as, exhibit distinct effects in different brain regions, including the cortex and hippocampus.

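The paper's reasoning runs from DEG counts and modules to cell types. It compared the 3 groups pairwise in each region, took GFP-BM CON against WT CON as the effect of irradiation and GFP-BM REPOP against GFP-BM CON as the effect of monocytes, and then read the cell types of modules that followed these effects from marker enrichment (Fig. 4O). Tested as a contrast of contrasts, the GFP-BM REPOP effect against GFP-BM CON mice differed between the hippocampus and the cortex, among the 26 genes that passed, most in *Frem3* (-2.54, adjusted p = 0.044 from limma-trend), *Map3k15* (-2.28, adjusted p = 0.04) and *Cited4* (1.88, adjusted p = 0.043), given as differences of log2 fold changes and chosen after their values were seen. Whether a gene set changed differently between regions was not tested. The paper reads its data as indicating a role of irradiation and of repopulating monocytes in altering genes of astrocytes and neurons, with effects that differ between regions.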

### The differential and brain region-dependent effects of long-term peripheral myeloid cell engraftment on astrocytic and neuronal properties

To further explore these differential effects, we next assessed astrocytes and neurons in various regions of the brain using immunohistochemical analysis. Astrocytes, the other major glial cell of the CNS, were stained using astrocyte markers glial fibrillary acidic protein (GFAP) and S100β (Fig. 5A–C; Fig. S3A, B). S100β+ (Fig. 5D; Fig. S3A) and GFAP+ (Fig. 5F; Fig. S3B) cells were significantly elevated in the cortex of GFP-BM REPOP mice. A significant elevation in S100β+ cells was also found in hippocampus in these mice (Fig. 5E), but no differences were detected in the number of GFAP+ cells (Fig. 5G), indicating that monocyte-engrafted brains show heightened astrocyte numbers for specific astrocyte subsets in a brain region-dependent manner. Furthermore, we observed a significant increase in GFAP+ staining intensity in the hippocampus of BM-GFP CON mice (Fig. 5H), indicating that astrocytes in the hippocampus of irradiated mice are not elevated in cell number, but appear more activated, and that this activation is reversed by monocyte engraftment. These data are in line with transcriptional findings that monocyte engraftment reverses irradiation-induced astrocyte-associated gene changes (Fig. 4L–N).

**Fig. 5:**
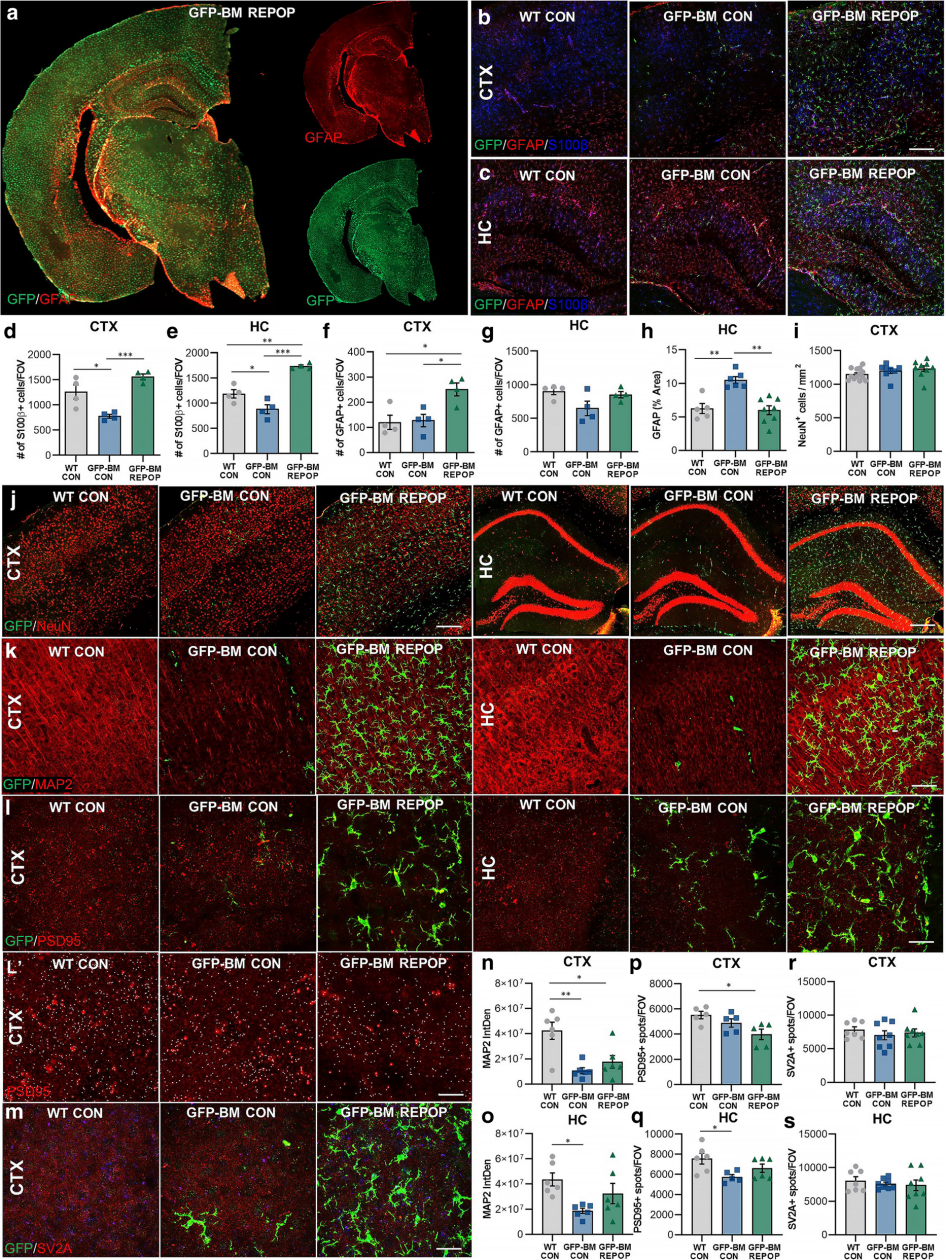
The differential and brain region-dependent effects of long-term peripheral myeloid cell engraftment on astrocytic and neuronal properties. **a** Representative whole brain images of GFP (green) and common astrocyte marker glial fibrillary acidic protein (GFAP, red) cell deposition in monocyte-engrafted mice. **b**–**c** Representative immunofluorescence images of different astrocyte subtypes stained for GFAP (red) and S100β (blue) in the in the cortex (B) and hippocampus (C) of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice. GFP (green) stains BM-derived cells. **d**–**g** Quantification of S100β^+^ and GFAP^+^ cell number in the cortex (D, F) and cell number in the hippocampus (**e**, **g**). **h** Quantification of GFAP staining intensity in the hippocampus. (**i**) Quantification of NeuN^+^ cell number in the whole cortex. (**j**) Representative immunofluorescence images stained for neuronal marker NeuN (red) and GFP (green, BM-derived cells) in the cortex and hippocampus. (**k**) Representative immunofluorescence images of microtubule associated protein 2 (MAP2, red) and GFP (green, BM-derived cells) in the cortex and hippocampus. (**l**) Representative immunofluorescence brain images of synaptic marker PSD95 (postsynaptic density protein 95, red) and GFP (green, BM-derived cells) in the cortex and hippocampus. L’ provides representative images of spots modeling using Imaris spots module software overlaid on PSD95^+^ staining. (**m**) Representative immunofluorescence brain images of synaptic marker SV2A (synaptic vesicle glycoprotein 2A, red) and GFP (green, BM-derived cells) in the cortex. (**n**–**s**) Quantification of the integrated density of MAP2 staining in the cortex (**n**) and hippocampus (**o)**, total number of PSD95^+^ spots per field of view in the cortex (**p**) and hippocampus (**q**), and total number of SV2A^+^ spots per field of view in the cortex (**r**) and hippocampus (**s**). Data are represented as mean ± SEM (*n* = 4–9). *p < 0.05, **p < 0.01. ***p < 0.001. CTX cortex, HC hippocampus, GFP green fluorescent protein, IBA1 ionized calcium adapter molecule 1. Scale bar ~ 150 μm (B–C, **j**–left panel); ~ 200 μm (**j**–right panel); ~40 μm (**k**); ~ 30 μm (**l**, **m**) ~ 15 μm (L’)

In addition to astrocyte alterations, we also explored neurons and associated structural properties (e.g., axons and synapses). No gross differences were detected in neuronal numbers following irradiation or long-term monocyte engraftment, as assessed by neuronal marker NeuN (Fig. 5I–J). However, as has been previously reported by others, microtubule-associated protein 2 (MAP2) was significantly decreased in both brain regions (i.e., cortex, hippocampus) in GFP-BM CON mice (Fig. 5K, N–O) [75–77]. Consistent with previous findings in the hippocampus, a significant reduction in MAP2 expression was not seen in GFP-BM REPOP mice, indicating a reversal in irradiation-induced changes following monocyte engraftment. Next, we explored synaptic alterations using postsynaptic density 95 (PSD-95; Fig. 5L–L’), a major scaffolding protein expressed on excitatory synapses, and synaptic vesicle glycoprotein 2A (SV2A; Fig. 5M), a synaptic vesicle protein expressed ubiquitously in the CNS present on GABAergic and glutamatergic presynaptic terminals [78]. A significant loss of PSD95+ synapses was found in GFP-BM REPOP mice in the cortex, and a significant loss was found in GFP-BM CON mice in the hippocampus but not in GFP-BM REPOP mice (Fig. 5L–L’, P–Q). No significant alterations in SV2A staining were detected (Fig. 5M, R–S). Together, these data indicate that irradiation and monocyte engraftment can have differential effects on astrocytic and neuronal properties in a brain region-dependent manner. These data also confirm that in the hippocampus, monocyte engraftment appears to reverse some irradiation-induced effects.

### Effects of long-term peripheral myeloid cell engraftment on behavior and cognition

After observing changes at the cellular level, we next sought to determine whether irradiation and/or myeloid cell replacement leads to short- or long-term alterations in behavior or cognition. To accomplish this, mice underwent behavioral and cognitive testing 1 and 6 months following CSF1Ri-induced repopulation (Fig. 1A). Mice were first tested on the elevated plus maze (Fig. 6A–D). Neither irradiated (GFP-BM CON) nor repopulated (GFP-BM REPOP) mice exhibited changes in anxiety during this task at 1 month (Fig. 6B) or 6 months (Fig. 6D) post-repopulation compared to controls (WT CON), and no motor differences were recorded during this task (Fig. 6A, C). Despite the lack of changes in the elevated plus maze, we did observe significant differences during open-field analyses in distance traveled (Fig. 6E) in both transplanted groups compared to WT CON at 1 month, showing that irradiation impacts locomotion. However, these significant alterations were transient and not detected at 6 months (Fig. 6H). Evaluations of locomotive activity utilizing a rotarod apparatus show that irradiation does slightly impact average motor function over all trials (*p* = 0.055) at 1 month (Fig. 6K). GFP-BM CON mice improve over time and stay on longer compared to controls (Fig. 6L); however again, these alterations were transient and not detected at 6 months (Fig. 6M–N). To assess recognition memory, mice were tested using the novel place recognition test. In this task, we observed no significant differences between groups (Fig. 6F–G, I–J); however, we do observe a slight increase in memory as measured by preference index in GFP-BM REPOP mice at 1 month. To further investigate these memory alterations, hippocampal-dependent learning and memory was assessed using the contextual fear conditioning apparatus (Fig. 6O–R). No significant differences were detected between groups as measured by % freezing at 1 month (Fig. 6O–P) and 6 months (Fig. 6Q–R), indicating that hippocampal learning and memory is not altered by irradiation or the presence of monocytes. Additional behavior and cognitive testing were added at 6 months, including Crawley’s sociability test (Fig. 6S–T) and spontaneous alternation Y-maze (Fig. 6U–W). No significant differences in general sociability were found between groups, as assessed by time spent in empty and stranger mouse-filled chambers (Fig. 6T). The spontaneous alternation Y-maze serves as an index for active retrograde working memory, which relies on the proper functioning of many brain regions, including the hippocampus and cortex [79]. Here, we observed the most overt behavioral alterations as a result of irradiation. Both GFP-BM CON and GFP-BM REPOP exhibited significantly reduced zone alternation frequency compared to WT CON (Fig. 6W), indicating that working memory may be impaired by irradiation. It should be noted that the number of total arm entries was slightly reduced in GFP-BM REPOP mice (Fig. 6V). Together, these findings indicate that by most behavioral tests, irradiation and monocyte engraftment result in little changes to behavior and cognition; however, there appears to be a significant long-term deficit in retrograde working memory, which is associated with the temporal lobe and prefrontal cortex.

**Fig. 6:**
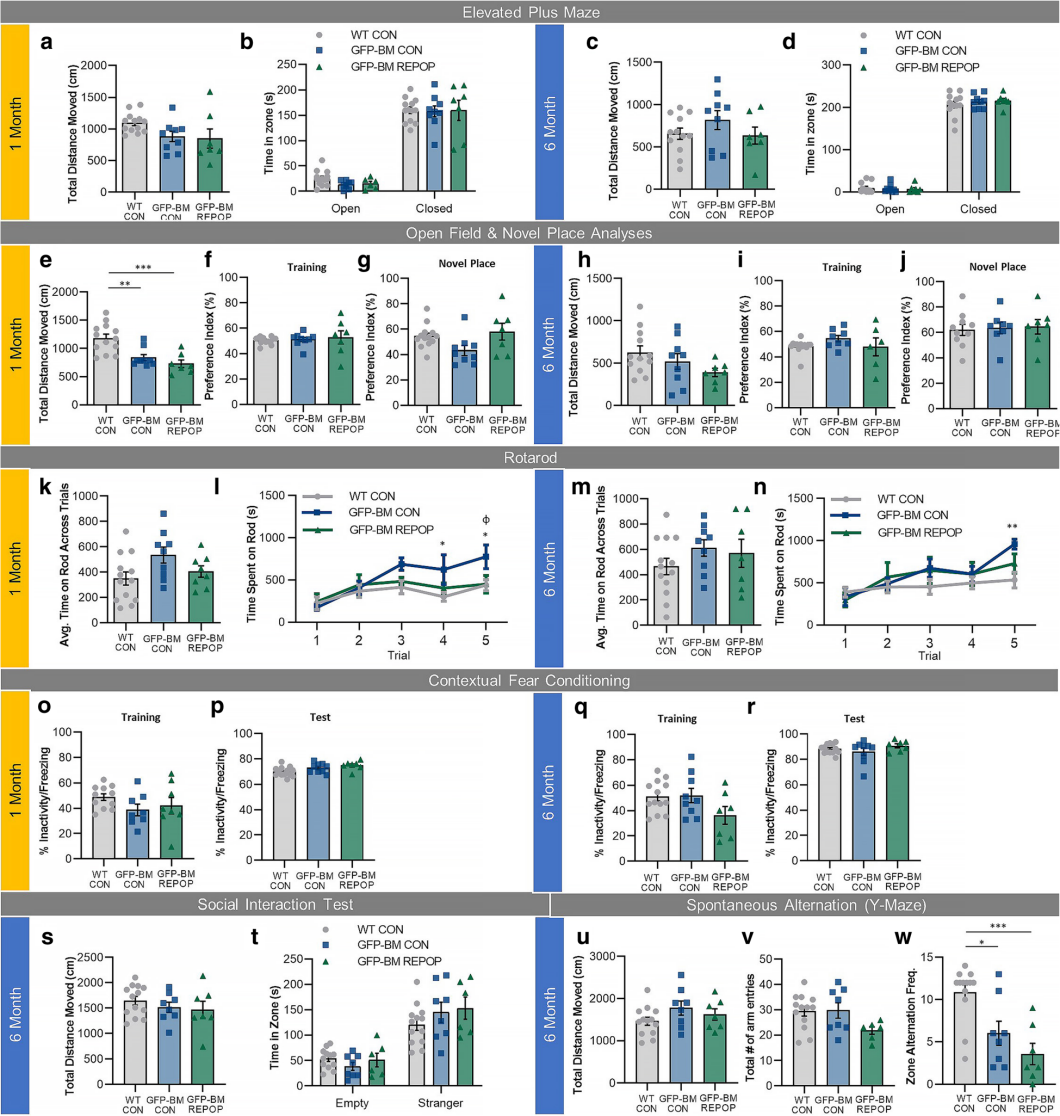
Effects of long-term peripheral myeloid cell engraftment on behavior and cognition. (**a**–**d**) Quantification of elevated plus maze performance at 1 month (**a**–**b**) and 6 months (**c**–**d**) post CSF1Ri treatment in control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice as assessed by time spent in open and closed arms (**b**, **d**). Total distance moved was also measured to control for locomotive changes (**a**, **c**). (**e**–**j**) Quantification of open field (**e**, **h**) and novel place recognition (**g**, **j**) performance at 1 month (**e**–**g**) and 6 months (**h**–**j**) as assessed by total distance moved (**e**, **h**) and percent preference index (**f**–**g**, **i**–**j**), respectively. Preference index is the ratio of the amount of time spent exploring any one of two objects (*A* or *B*) in the training phase or the novel-placed object (*C*) in the test phase over the total time spent exploring both objects, i.e. *C*/(*B* + *C*) × 100 in the test phase. Quantification of training also provided (**f**, **i**). (**k**–**n**) Quantification of rotarod performance at 1 months (**k**–**l**) and 6 months (**m**–**n**). (**o**–**r**) Quantification of contextual fear conditioning at 1 months (**o**–**p**) and 6 months (**q**–**r**) post CSF1Ri-induced monocyte engraftment as assessed by percentage of inactivity at testing (**p**, **r**). Quantification of training also provided (**o**, **q**). **s**–**t** Quantification of social interaction test performance at 6 months post CSF1Ri treatment as assessed by time spent in an empty zone or zone containing a stranger mouse (**t**). Total distance moved was also measured to control for locomotive changes (**s**). **u**–**w** Quantification of spontaneous alternation (Y-maze) performance at 6 months post CSF1Ri treatment as assessed by zone alternation frequency (**w**). Total distance moved and total number of arm entries was also measured to control for locomotive changes (**u**) and motivation/movement (**v**), respectively. *p < 0.05. ***p < 0.001

## Discussion

Monocytes derive from myeloid precursor cells in the BM and possess the ability to differentiate into tissue-specific macrophages in various organs and tissues, including the CNS. However, the role of these blood-derived myeloid cells in the CNS along with their ability to fill the microglial niche and long-term effects on the brain remain unclear. Here, we developed a paradigm using whole body irradiation, BM transplant, and pharmacological inhibition of CSF1R to achieve near complete and long-term engraftment of peripheral derived myeloid cells (i.e., monocytes) in the brain. Previous studies have shown that the microglial population relies on CSF1R signaling for survival and, thus, can be eliminated and repopulated using CSF1Ri administration and withdrawal, respectively [7, 16, 18, 21, 53, 80]. Here, our data show that CSF1R inhibition following whole body irradiation results in the near complete (~ 80%) replacement of microglia with monocytes. These data indicate that monocytes are capable of outcompeting endogenous CSF1Ri-resistant microglia under these conditions. Previous data has shown that microglia survive cranial irradiation, however do exhibit increased activation and decreased cell number [81], and that irradiation induces loss of proliferating cells, including progenitor/stem and microglial cells [60]. Thus, in order to induce complete monocyte engraftment, it appears that the brain must possess an empty microglial niche or microglial cells that lack the ability to proliferate/self-renew. In line with this, Bruttger et al. showed that genetic microglial ablation of BM chimeric mice (i.e., exposed to irradiation) resulted in repopulation of the microglial pool with BM-derived myeloid cells [54]. Furthermore, recent findings have demonstrated that chronic microglial depletion, using a genetic model of partial microglia deficiency, or CSF1Ri treatment (during irradiation) leads to monocyte engraftment in the CNS [22, 82].

Recent data demonstrate that monocytes are capable of filling the microglial niche [83] and taking up residence in the brain; however, these peripheral-derived cells remain phenotypically, transcriptionally, epigenetically, and functionally distinct from their microglial counterparts [22, 24, 82, 84, 85]. In this study, we observe that engrafted monocytes maintain a loss of homeostatic microglial signature markers and an increase in markers associated with phagocytosis. To address whether these differences translate into long-term consequences in the brain, we evaluated mice for transcriptional, cellular, and behavioral changes 6 months following monocyte engraftment into the CNS.

Transcriptional analysis reveals that the thalamus and hippocampus are the most vulnerable brain regions to irradiation. Further stratification of these comparisons teasing apart irradiation and monocyte-specific effects shows that the hippocampus is the only brain region that exhibits significant translational changes in response to monocyte infiltration. Notably, WGCNA analysis identified several modules elucidating a reversal in irradiation-induced effects following monocyte engraftment, occurring exclusively in the hippocampus. Pathway analysis of these modules reveals mechanisms involving cilium organization and assembly. A recent study using granulocyte colony-stimulating factor (G-CSF) receptor knockout mice and BM transplant show that BM cells (responding to G-CSF) home to the irradiated brain and promote brain repair and neural progenitor cell proliferation [86]. Recent reports have demonstrated that brain-engrafted monocytes exhibit a distinct gene signature compared to microglia [22, 82]. Here, we highlight a distinct gene signature of engrafted monocytes compared to microglia following 6 months of recovery from CSF1Ri administration and 10 months following irradiation. Our monocyte signature includes an upregulation in *Ccr1*, *Ms4a6b*, *Ms4a6c*, *Ms4a7*, *AU020206*, *Apobec1*, *Lyz2*, *Mrc1*, *Tmem221*, *Tlr8*, *Lilrb4a*, *Msr1*, *Nnt*, and *Wdfy1*, coinciding with a downregulation of *Siglech*, *Itgam*, *Selpig*, *Lag3*, *Slc2a5*, *Mlph*, *Crybb1*, *Ccl21a*, and *Ccl21b*. 

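Among the remaining genes of the list, *Lyz2* rose by 3.09 on the log2 scale in the cortex (standard error 0.20, adjusted p = 7.5e-05 from limma-trend) and by 2.99 in the thalamus (standard error 0.27, adjusted p = 0.0013), against 2.68 in the hippocampus (standard error 0.57, adjusted p = 0.15). *Lilrb4a* and *AU020206* rose in all 3 regions and passed in the cortex (adjusted p = 0.0019 and 0.024), and *Lilrb4a* also passed in the thalamus (adjusted p = 0.0065). *Tmem221*, *Tlr8* and *Msr1* were under the filter. In the cortex, *Tlr8* was at 0.0134 FPKM in WT CON, 0.0723 in GFP-BM CON and 0.397 in GFP-BM REPOP libraries, *Msr1* at 0.0366, 0.0667 and 0.39, and *Tmem221* at 0.0746, 0.18 and 0.632. *Nnt* rose by 0.73 in the cortex (adjusted p = 0.0019) and *Wdfy1* by 1.19 (adjusted p = 0.0085). Unlike *Ms4a7* and *Apobec1*, both had most of their rise in GFP-BM CON mice already, where they passed in the cortex (*Nnt* 0.60, adjusted p = 0.014; *Wdfy1* 0.99, adjusted p = 0.037), though *Nnt* in only 4 and *Wdfy1* in 0 of the 7 fits that left out one library.

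Among the falling genes, *Lag3* (16768) changed by -1.82 in the cortex (adjusted p = 0.0085) and -1.87 in the thalamus (adjusted p = 0.0035), and *Selplg*, which the list spells differently, by -1.75 (adjusted p = 0.0039) and -1.66 (adjusted p = 0.0087). *Itgam* changed by -0.65 in the cortex (adjusted p = 0.046), passing in 2 of the 7 fits without one library, and by -0.58 in the thalamus (adjusted p = 0.048). *Mlph* was under the filter, at 0.56 FPKM in WT CON and 0.136 in GFP-BM REPOP cortex libraries. *Ccl21a* and *Ccl21b* are uncertain, since they share reads with near-identical copies. *Ccl21b* changed by -4.18 in the cortex, where its adjusted p of 0.091 did not pass, and GFP-BM REPOP replicate 2 was at 24.1 FPKM, against 0.502 to 0.719 in the other 3 GFP-BM REPOP libraries.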

Notably, this differential gene signature was not detected in brain-extracted monocytes [22], except for an overlap in expression of *Tlr8* between the two datasets, showing how extraction techniques and/or time in the brain play critical roles in monocyte gene expression (i.e., 6 weeks vs 6 months). *Tlr8* is a member of the toll-like receptor family and plays an important role in pathogen recognition and innate immunity. It is also a gene that is predominantly expressed on peripheral blood leukocytes.

On the cellular level, brain region-specific differences in irradiation and monocyte engraftment were apparent. Astrocyte numbers were reduced by irradiation, but then elevated (past control levels) in monocyte-engrafted mice in both the cortex and hippocampus. These findings highlight not only irradiation-induced deficits in astrocytes, but also compensatory responses for this loss following CSF1Ri-induced monocyte engraftment. Together, these data provide evidence of monocyte-astrocyte crosstalk; it could be possible that monocytes are involved in regulating astrocytes or that astrocytes respond to monocyte engraftment in the brain. In line with this, a previous study highlights cross-regulation between astrocyte proliferation and monocyte invasion during scar formation after brain injury. However, contrary to our data, they show that reducing monocyte invasion using CCR2^−/−^ mice results in elevated reactive astrocyte proliferation [87]. In addition to astrocyte changes, alterations in MAP2 were also found. MAP2 was significantly reduced by irradiation in the cortex and hippocampus and returned to control levels in the hippocampus of monocyte-engrafted mice, similar to previous transcriptional patterns. MAP2 is important for microtubule stabilization, neural plasticity, and normal neuronal cytoskeletal structure; thus, this data could reflect alterations in dendritic spine structure or neurite growth. In agreement, a previous study has shown that cranial irradiation results in significant decreases in dendritic spine density in pyramidal neurons in the hippocampus [88]. Thus, dendritic spine structure or neurite growth may be lost during irradiation and returned to control levels at the facilitation of monocytes in the hippocampus. However, MAP2 also serves as a ciliary marker. In the adult brain, neurons and astrocytes contain one primary cilium, a small microtubule-based signaling process, considered the cellular “antennae” for detecting extracellular signals. Studies have shown that primary cilia are responsible for regulating cell division, development, and tissue regeneration (including DNA damage and repair) [73, 74]. Further work is needed to explore the effects of irradiation and monocyte engraftment on primary cilia, but these alterations in MAP2 staining could also suggest that replacing microglia with monocytes may help facilitate primary cilia integrity lost due to irradiation. Evaluation of synaptic markers reveals brain region-specific vulnerability to irradiation and monocyte engraftment. In the hippocampus, we observe that irradiation can lead to synaptic deficits, as seen by a loss in PSD95^+^ puncta, even ~ 10 months after irradiation, which is slightly improved by monocyte engraftment. However, in the cortex, we only observe a significant loss of PSD95^+^ puncta in monocyte-engrafted mice, indicating that monocytes may phagocytose these synaptic elements. In contrast, a recent report showed that monocytes exhibit a reduced capacity to phagocytose synaptic compartments, although it should be noted that these investigators used a different treatment paradigm (mice were treated for 21 days with CSF1Ri during three rounds of irradiation) and evaluated 4 weeks after irradiation, which could explain the discrepancy. No differences in synaptic marker SV2A were found, indicating that the synaptic alterations observed in monocyte-engrafted mice could be specific to postsynaptic terminals. Since microglia are involved in remodeling synapses, specifically in pruning presynaptic inputs [89], further work is needed to explore and elucidate these long-term engrafted monocyte-synapse interactions.

By behavioral and cognitive task evaluation, we observe few significant differences in behavior in control compared to monocyte-engrafted mice, consistent with previous findings by Cronk et al. that the presence of 48% CNS engraftment of monocytes does not significantly alter cognitive function [22]. The most prominent changes in behavior were found as a result of irradiation, which lead to alterations in locomotive activity as measured by total distance traveled at 1 month and reduced working memory as measured by a spontaneous alternation task, in both irradiated and monocyte-engrafted mice. In line with these findings, several studies have shown that cranial irradiation disrupts behavioral and cognitive function in rodents, including motor activity and hippocampal and non-hippocampal-dependent cognitive tasks [90, 91]. Interestingly, we do observe a decrease in cortical MAP2 and PSD95 staining, which could indicate brain region-specific vulnerability to irradiation, specifically the cortex. In agreement with this, a recent study has shown that in humans cerebral cortical regions are selectively vulnerable to radiation-related atrophy [92] and a study in rats showed that radiation induces deficits in cortical synaptic plasticity [93]. Since the spontaneous alternation task relies on various areas of the cortex, as well as the hippocampus, it could be possible that irradiation results in deficits involving the functional integration of these two brain regions. In line with this data, a recent study has shown that following sub-lethal irradiation brain injury, patients experience longitudinal changes in the functional connectivity of hippocampal-related cortices [94]. Our study indicates that in the hippocampus, monocyte engraftment can help resolve irradiation-induced deficits, however, in the cortex, may further exacerbate these deficits.

## Conclusions

In this study, we provide evidence that irradiation and monocyte engraftment elicit brain region-dependent alterations and show that irradiation-induced changes can be reversed by the replacement of microglia with monocytes in the hippocampus. Most importantly, we highlight the long-term impact of monocyte engraftment on the CNS. Our data provide evidence that near complete and long-term peripheral myeloid cell engraftment can be achieved, providing a model to deliver therapeutically relevant cells and molecules to the brain; however, the next steps involving therapeutic use should be aware of the differential and sometimes detrimental effects of monocyte engraftment in the CNS. We propose that in developing improved methods of cell delivery to the brain, investigators should focus on methods that do not involve whole-body irradiation. These methods could include promising developments in irradiation technology such as flash irradiation, which are less harmful to the CNS environment. Successful replacement of the microglial tissue with BM-derived cells could have broad implications for many neurological diseases, including those associated with myeloid cell dysfunction, such as Alzheimer’s disease and multiple sclerosis, as well as, provide a route for brain-wide therapeutic gene delivery.

## Supplementary information

**Additional file 1: Figure S1.** Related to Figure 3: Myeloid cell characterization after long-term peripheral myeloid cell engraftment. (A) Representative immunofluorescence and high resolution images of microglial morphology modeling (utilizing the Imaris Filaments module) of myeloid cells in the brains of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice stained for common myeloid marker ionized calcium binding adaptor molecule 1 (IBA1, blue) and GFP (BM-derived cells, green) in the cortex. (B) Representative immunofluorescence single stain image of TMEM119 (red), a unique marker for microglia. Scale bar: ~100 μm (A, 20x); ~15 μm (A, 63x); ~75 (B). **Figure S2.** Related to Figure 4: Transcriptional changes following long-term peripheral myeloid cell engraftment. 

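RPKM divides the reads of a gene by its length in kilobases and by the reads of the library, scaled by a constant, so that values can be compared between genes and between libraries. The figure gives the mean ± SEM (n = 4). The deposited values hold 3 libraries for the WT CON cortex and for the GFP-BM CON thalamus, and 4 for every other group and region. *Lyz2* had the highest mean of the rising signature genes, at 136 ± 35.8 FPKM (SD, n = 4) in the GFP-BM REPOP thalamus, against 17.7 ± 8.03 (SD, n = 4) in the WT CON thalamus.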

(A) Quantification of RPKM values for the top upregulated and downregulated genes in monocyte-engrafted mice across all three brain regions. All RPKM values can be explored at http://rnaseq.mind.uci.edu/green/long-term_monocytes/ (B) Eigengene network displaying the correlation between color modules (n = 32). Data are represented as mean ± SEM (n=4). **Figure S3.** Related to Figure 5: The differential and brain region-dependent effects of long-term peripheral myeloid cell engraftment on astrocytic and neuronal properties. (A-B) Representative immunofluorescence single stain images of different astrocyte subtypes stained for S100β (red, A) and GFAP (red, B) in the hippocampus of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice. Scale bar: ~150 μm (A); ~75 μm (B,D,N,Q); ~60 (S); ~25 μm (C).

## Data Availability

The Fastq files and processed data matrices were deposited in GEO with the accession ID GSE157593. Gene expression datasets supporting the conclusions of this article are available at http://rnaseq.mind.uci.edu/green/long-term_monocytes/.

# Supplementary material for: Effects of long-term and brain-wide colonization of peripheral bone marrow-derived myeloid cells in the CNS
**Source:** J Neuroinflammation. 2020 Sep 20;17:279. doi: 10.1186/s12974-020-01931-0
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Related to Figure 3: Myeloid cell characterization after long-term peripheral myeloid cell engraftment. (A) Representative immunofluorescence and high resolution images of microglial morphology modeling (utilizing the Imaris Filaments module) of myeloid cells in the brains of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice stained for common myeloid marker ionized calcium binding adaptor molecule 1 (IBA1, blue) and GFP (BM-derived cells, green) in the cortex. (B) Representative immunofluorescence single stain image of TMEM119 (red), a unique marker for microglia. Scale bar: ~100 μm (A, 20x); ~15 μm (A, 63x); ~75 (B). Figure S2. Related to Figure 4: Transcriptional changes following long-term peripheral myeloid cell engraftment. (A) Quantification of RPKM values for the top upregulated and downregulated genes in monocyte-engrafted mice across all three brain regions. All RPKM values can be explored at http://rnaseq.mind.uci.edu/green/long-term_monocytes/ (B) Eigengene network displaying the correlation between color modules (n = 32). Data are represented as mean ± SEM (n=4). Figure S3. Related to Figure 5: The differential and brain region-dependent effects of long-term peripheral myeloid cell engraftment on astrocytic and neuronal properties. (A-B) Representative immunofluorescence single stain images of different astrocyte subtypes stained for S100β (red, A) and GFAP (red, B) in the hippocampus of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice. Scale bar: ~150 μm (A); ~75 μm (B,D,N,Q); ~60 (S); ~25 μm (C).

**Supplementary Material**

**Figure S1. Related to Figure 3: Myeloid cell characterization after long-term peripheral myeloid cell engraftment.**

(A) Representative immunofluorescence and high resolution images of microglial morphology modeling (utilizing the Imaris Filaments module) of myeloid cells in the brains of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice stained for common myeloid marker ionized calcium binding adaptor molecule 1 (IBA1, blue) and GFP (BM-derived cells, green) in the cortex.

(B) Representative immunofluorescence single stain image of TMEM119 (red), a unique marker for microglia, staining.

Scale bar: ~100 µm (A, 20x); ~15 µm (A, 63x); ~75 (B).

**Figure S2. Related to Figure 4: Transcriptional changes following long-term peripheral myeloid cell engraftment.**

(A) Quantification of RPKM values for the top upregulated and downregulated genes in monocyte-engrafted mice across all three brain regions.

All RPKM values can be explored at <http://rnaseq.mind.uci.edu/green/long-term_monocytes/>

(B) Eigengene network displaying the correlation between color modules (n = 32).

Data are represented as mean ± SEM (n=4).

**Figure S3. Related to Figure 5: The differential and brain region-dependent effects of long-term peripheral myeloid cell engraftment on astrocytic and neuronal properties.**

(A-B) Representative immunofluorescence single stain images of different astrocyte subtypes stained for S100β (red, A) and GFAP (red, B) in the hippocampus of control (WT CON), irradiated (GFP-BM CON), and monocyte-engrafted (GFP-BM REPOP) mice.

Scale bar: ~150 µm (A); ~75 µm (B,D,N,Q); ~60 (S); ~25 µm (C).

How the deposited data were processed for this re-analysis (not part of the article)

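The authors deposited one table of FPKM values for 34 RNA-seq libraries, 16389 genes by Entrez ID, from the cortex, hippocampus and thalamus with striatum of WT CON, GFP-BM CON and GFP-BM REPOP mice. According to the methods, the authors sequenced RNA with a RIN of at least 7 as paired 150-base reads on NovaSeq and HiSeq instruments, aligned it with STAR v.2.5.1b, kept libraries with more than 80% of reads mapped uniquely, counted reads per gene with Rsubread, and computed RPKM with limma and edgeR. The methods do not say which library was read on which instrument, name no genome build and give no design matrix. The values were checked to be FPKM on a linear scale. Each gene's values were whole multiples of a step for each library for 100.0% of values, so the reads behind them could be recovered. They came to between 17085018 and 26010509 per library, with a median of 21367227, and the scaling of the authors lay between 0.929 and 1.1. The recovery was tested on simulated data. At this depth 0.32% of values were 0. Genes of a few reads, such as *Ccr1* and *Tlr8*, are measured with little precision, and most of them fall under the filter.

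Groups and regions were taken from the labels of the samples. The number in each label was taken as that of an animal that gave several regions. Among the WT CON animals, 1 had no cortex library, and among the GFP-BM CON animals, the thalamus of 1 was not analysed here. Of the 16389 genes, 15053 reached an FPKM of 1 in at least 3 libraries. After 343 genes of other biotypes were left out, 14710 protein coding genes, lncRNA genes and genes of unknown biotype (366) were tested. Biotype, GC content and length came from a reference annotation that matched 15947 gene IDs and whose build may not be the one the authors used, and 442 IDs were not matched. Values were analysed as the logarithm to base 2 of FPKM + 0.1, in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

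The comparisons were GFP-BM REPOP against WT CON, GFP-BM CON against WT CON, and GFP-BM REPOP against GFP-BM CON in each region, by limma-trend in a fit per region with 3 groups, two-sided, with a Benjamini-Hochberg adjusted p under 0.05. Differences between regions were tested as contrasts of contrasts in a fit of all 9 groups, with the animal as a random block by duplicateCorrelation, which estimated a correlation of -0.04. The darkgreen score was compared by an exact permutation test. Gene sets for splicing (89 genes tested), cilia (76), astrocytes (20) and interneurons (20) were tested with camera at a preset correlation of 0.01, adjusted over the family of 36. The splicing and cilia sets were defined by families of symbols, the others by marker genes, because the paper's text lists no module in full: it names 5 darkgreen genes, and Fig. 4I and Fig. 4N map genes of the darkgreen and brown modules in labels too small to read reliably. The means of marker lists for tissues and cells, 18 lists in all, were compared by exact permutation tests. They covered the cortex, hippocampus, striatum and thalamus, the choroid plexus, ependyma, meninges fibroblasts, red cells, endothelial cells, oligodendrocytes, astrocytes, interneurons, border macrophages, microglia, homeostatic genes that the paper names, immediate early genes, splicing and cilia. Symbols of these lists that the table did not hold were *Lyve1*, *Dpt*, *Ccl21c* and *Hbb-bt*. Genes to be named were every gene named in the paper's text on RNA-seq or in Fig. 4E, the genes of the proteins it stained, and, in each comparison, the 2 largest rises and the 2 largest falls among DEGs whose groups did not overlap.

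The groups, comparisons, tests of the DEGs, interactions, scores and gene sets, the marker lists, the rule for naming genes and the following alternatives were chosen before the data were examined: a pseudocount of 1 or 0.01, no filter on low values or a stricter one (mean FPKM of at least 1 in the region), quantile normalization, median-ratio scaling, all 9 groups in one fit, only the 2 groups compared, the replicate number as a block, eBayes without trend, array quality weights, interactions without the animal, camera with its estimated correlation, fry, and leaving out each library in turn. Chosen after the data were seen were a correction of each library for GC content and length of the longest transcript (splines of 5 degrees of freedom each), the same for GC content alone, an analysis of the 13875 genes with a GC content (94.3%) without correction, voom on the recovered reads, 3 settings in which WT CON replicate 1 of the hippocampus and thalamus was left out (alone, with voom, or with the correction for GC content and length), and the use of unadjusted p values for the share of genes that recovered. The GC measure of a library was the median log2 level of the 1388 genes with the highest GC content (58.2% and more) minus that of the 1388 genes with the lowest (41.5% and less).

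The steps were tested on simulated data. With 200 genes changed by 2 on the log2 scale, 98% were found in the cortex, 84.5% in the hippocampus and 86% in the thalamus, and 8, 15 and 8 of 14510 unchanged genes were called. With no change, 0, 1 and 0 genes were called. The simulated noise in these tests was independent between genes. They therefore do not show how many false calls arise when many genes vary together between libraries. With a simulated GC bias, 135 of 200 changed genes were found before the correction and 200 after it. That bias was linear in GC content, a form that the correction can follow, and the bias of the real libraries may differ. The weighted network itself was left out, because the text does not give the module of every gene, and microscopy was left out because it has no values in the table.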

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

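The tests on *Gabra2*, *Ccl21b*, the Y-linked genes, cortical tissue in the hippocampus, the splits of the interactions, and the comparison of *Nnt* and *Wdfy1* with all other rising signature genes were chosen after the results were seen, while the remaining tests on *Nnt* and *Wdfy1* were not.

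A single library lay far from the other 3 of its group in 7 of 168 groups of 4 libraries, over 24 genes and scores, where 1 in 20 or 8.4 would by chance. The number is therefore no more than chance gives. They were *Apobec1* in GFP-BM CON cortex replicate 1 (0.658 FPKM, others 0.84 to 0.875), *Ms4a6c* in WT CON thalamus replicate 1 (0.441, others 0.21 to 0.224), *Crybb1* in GFP-BM REPOP hippocampus replicate 4 (0.704, others 1.76 to 1.96), *Siglech* in WT CON thalamus replicate 2 (1.96, others 4.09 to 4.27), *Wdfy1* in the same library (3.53, others 6.56 to 7.03), *Nnt* in GFP-BM REPOP hippocampus replicate 2 (8.25, others 10.0 to 10.2) and *Ccl21b* in GFP-BM REPOP cortex replicate 2 (24.1, others 0.502 to 0.719). No cause was tested for the first 5.

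*Ccl21b* was high in every region of that GFP-BM REPOP animal, at 74.6%, 135% and 60.2% of the WT CON mean in the cortex, hippocampus and thalamus, while the other 3 animals reached at most 2.23%, 21.4% and 5.83%. The near-identical copies *Gm13304*, *Gm21541* and *Gm10591* followed. The lowest value in this animal was 60.2%, in the thalamus, where its *Ms4a7* was 4.26 FPKM, against 5.23 to 7.18 in the others. In the cortex its *Ms4a7* was 4.16 FPKM, against 3.39 to 4.59, and in the hippocampus 5.42, against 2.29 to 4.58. A loss of expressing cells through engraftment and a difference between animals in these gene copies, apart from the treatment (highest value 21.4% in the other 3 animals), cannot be told apart, because the argument rests on one animal and the gene copies of the animals were not measured. The same animal had the lowest *Nnt* and *Wdfy1* of its group in every region. They were at 8.7 and 10.9 FPKM in the cortex, 8.25 and 12.3 in the hippocampus, and 8.75 and 14.7 in the thalamus. It also had the highest *Entpd4* of its group in every region, at 33.5, 29.7 and 34.4 FPKM in that order. The cause of this pattern was not tested.

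*Nnt* and *Wdfy1* rose in GFP-BM CON mice by between 0.53 and 0.79 of their rise in GFP-BM REPOP mice, with a median of 0.77. For *Ms4a7*, *Apobec1* and *Mrc1* the median was 0.35 and the highest value 0.54, and over the 9 other rising signature genes tested the median of 27 ratios was 0.27 and the highest 0.67, for *Lilrb4a* in the hippocampus. Expression by engrafted cells as the whole cause is argued against by the median of 0.77, which lies above all 27, although 2 of the 6 single ratios (0.53 and 0.64) lie under the highest of them. A substrain difference between transplanted and control mice predicted at least 0.7 for all 6 ratios and met it for 4, with a lowest of 0.53, so it cannot be told apart from an effect of irradiation and transplant, with which it coincides. *Entpd4*, which the paper's RNA-seq text does not discuss, was lower in GFP-BM REPOP than in WT CON cortex (log2 fold change -0.83, lower in 4 of 4 libraries, adjusted p = 0.054 from limma-trend), with ratios of 0.70, 0.74 and 0.63. Its cause was not tested.

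*Gabra2*, outside the genes the paper discusses, was higher in the thalamus of GFP-BM REPOP than of WT CON mice, with a log2 fold change of 3.50 (higher in 4 of 4 libraries, adjusted p = 0.016 from limma-trend). The GC content and length of genes are argued against as the whole cause by its fold change of 2.41 after the correction, and expression by engrafted cells by its difference of 0.09 between GFP-BM REPOP and GFP-BM CON mice. A substrain difference cannot be told apart from irradiation and transplant, since *Gabra2* was higher in GFP-BM CON mice by at least 1.85 in every region and the 2 coincide. An effect of irradiation is an open, untested hypothesis.

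*Plxdc1*, also outside the genes the paper discusses, was higher in the hippocampus of GFP-BM REPOP than of WT CON mice (log2 fold change 1.23, higher in 4 of 4 libraries, adjusted p = 0.038 from limma-trend). Tests of the difference between regions found 5 genes for GFP-BM REPOP against WT CON (thalamus against hippocampus), and, for GFP-BM REPOP against GFP-BM CON, 26 (hippocampus against cortex) and 4 (hippocampus against thalamus). Beside *Plxdc1* (-1.25), the first were *Il17d* (-0.86), *Epop* (-1.45), *Olfm2* (-1.17) and *Vstm5* (-0.69), and the last were *Plxdc1* (1.18), *Il17d* (1.00), *Sowahb* (1.77) and *Gm9899* (0.99). The 26 included *Gm21953*, *Gm21586*, *Gm13306*, *Gm20878*, *Ccl27a* and *Galt*, which share reads among near-identical copies and are uncertain. Other splits of the libraries gave as many genes in 9 of 35 for the first (up to 3568), 1 of 35 for the second and 1 of 35 for the third, the real split included.

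A candidate explanation for the hippocampus genes found between GFP-BM REPOP and GFP-BM CON mice is more cortical tissue in the GFP-BM REPOP hippocampus libraries, where cortex markers relative to hippocampus markers were higher by 1.97 than in GFP-BM CON libraries (two-sided exact permutation test, p = 0.029). The cortex markers alone were higher by 0.58 (exact p = 0.057). For the genes found against WT CON mice, the cortex markers alone were higher by 0.85 (exact p = 0.029, 4 of 4 libraries beyond all WT CON libraries), as more cortical tissue would give, while relative to the hippocampus markers, which varied widely in WT CON libraries (SD 1.36), they were higher by 1.35 (exact p = 0.14). Cortical tissue and an effect of the treatment cannot be told apart there, because the 2 measures differ. The 23, 4 and 5 genes higher in the hippocampus in these tests were all higher in the WT CON cortex than in the WT CON hippocampus, as were the 2 and 4 DEGs, where 45.2% of all genes were. Of the other 3 genes among the 26, whose change was lower in the hippocampus, *Frem3* and *Lats2* were also lower in the WT CON cortex. *Map3k15* was higher there, by 0.43 on the log2 scale, which goes against cortical tissue for this gene. Whether cortical tissue alone raised the 4 DEGs cannot be told apart from a further effect. They would need a median share of 98.8% of cortical tissue, against 30.8% for the cortex markers. However, they were picked for their rise, which raises the share they need. Single markers ran from -20.6% to 174% in replicate 1 and up to 72.2% in replicate 4, where the DEGs ran from 110% to 186% and from 70.1% to 120%. In replicates 2 and 3 the ranges did not overlap, with markers up to 55.2% and 48.9% and DEGs from 73.9% and 70.4% upwards. Those values go against cortical tissue alone, though the choice of the DEGs for their rise affects them too. With the scores of 3 tissues as covariates, 0 genes passed in any comparison of the hippocampus (665, 2358 and 2084 at an unadjusted p under 0.05), with 6 residual degrees of freedom. A regional effect of monocytes stays open as a hypothesis.

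Y-linked genes were expressed in all 3 libraries of GFP-BM CON replicate 1: *Ddx3y* was at 12.7 FPKM in the cortex, 2.87 in the hippocampus and 13.0 in the thalamus, against at most 0.0265 in the other 31 libraries. *Xist* was at 0.0116 to 0.412 there and at 2.51 to 53.3 elsewhere. Male cells mixed into a female sample are argued against by the highest *Xist* of 0.412. A male animal among female animals is consistent with the lowest Y-linked value of 1.11, and the paper describes its mice as male. A mistake in the labels was not tested. Other Y-linked genes were *Eif2s3y* (10.8 to 25.9), *Kdm5d* (3.42 to 5.56) and *Uty* (1.11 to 2.83).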

How the results depend on the processing

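The correction for GC content and length, that for GC content alone, the genes with a GC content only, voom, the settings with WT CON replicate 1 left out and the check of the replicate numbers were chosen after the results were seen. Counts are given for cortex, hippocampus and thalamus in that order. Where no reason is given, the cause was not tested.

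Of the alternative values of the 11 DEG counts, 90 stayed within 1.5 times and 93 did not. For GFP-BM REPOP against WT CON, a fit of all 9 groups gave 27, 411 and 1954, array quality weights 164, 1 and 759, the correction for GC content and length 190, 10 and 301, and that for GC content 165 and 9 in the cortex and hippocampus. Fits of only the 2 groups gave 39, 0 and 14, with fewer samples to estimate the spread. The hippocampus had 6 with a pseudocount of 1, 0 with quantile normalization (1401 at an unadjusted p under 0.05), 9 with eBayes without trend, 0 among genes with a GC content (1333), 5 with voom, 0 with voom without WT CON replicate 1 (1052) and 12 with the correction for GC content and length without it. The thalamus had 390 with a pseudocount of 1, 59 with 0.01, 248 without the filter, 28 with the stricter filter, 496 with quantile normalization (73.4% higher against 90.2%), 41 with median-ratio scaling, 74 among genes with a GC content, 220 with voom, 1651 with voom without WT CON replicate 1 and 2249 with the correction without it. In the thalamus the median fold change of all genes was -0.11 with quantile normalization, 0.12 with the correction for GC content and length and 0.15 with that correction without WT CON replicate 1.

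For GFP-BM CON against WT CON, the 9-group fit gave 0 (450 at an unadjusted p under 0.05), 2849 and 1347, array quality weights 97, 2643 and 654, the correction for GC content and length 129, 36 and 4, and that for GC content 87 and 4 in the cortex and hippocampus. eBayes without trend gave 6 in the cortex and 1 in the hippocampus, and only the 2 groups 1 in the hippocampus. In the thalamus there were 258 with a pseudocount of 1 and 318 with quantile normalization. Without WT CON replicate 1, voom gave 1199 in the thalamus, and the correction 3 in the hippocampus and 1737 in the thalamus. In the cortex the share of higher genes was 53.8% with quantile normalization and 52.9% with median-ratio scaling, against 66.0%.

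For GFP-BM REPOP against GFP-BM CON, the cortex had 15 with a pseudocount of 1, 4 with the stricter filter, 16 with array quality weights, 17 with the correction for GC content and length and 16 with that for GC content. The hippocampus had 0 with quantile normalization (1835 at an unadjusted p under 0.05) and with eBayes without trend (1702), 665 with the 9-group fit, 18 with only the 2 groups, 1022 with array quality weights, and 1 with each correction and with voom or the correction without WT CON replicate 1. The thalamus had 1 with a pseudocount of 1, 1 with only the 2 groups and 7 with array quality weights.

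DEGs in any region numbered 458 with a pseudocount of 1, 322 without the filter, 108 with the stricter filter, 563 with quantile normalization, 2294 with 9 groups, 42 with only the 2 groups, 860 with array quality weights, 439 with the correction for GC content and length, 307 with that for GC content, 1684 with voom without WT CON replicate 1, 2344 with the correction without it, and 1830 without it alone. DEGs in all 3 regions numbered 3 with a pseudocount of 1, 24 with 9 groups, 4 with eBayes without trend, 4 with each correction and with the correction without WT CON replicate 1, and 2 with voom.

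With the replicate number as a block, GFP-BM REPOP against WT CON gave 36, 0 (999 at an unadjusted p under 0.05) and 11 DEGs and 38 in any region, GFP-BM CON against WT CON 0 in the cortex (1988), and GFP-BM REPOP against GFP-BM CON 1 in the cortex and 0 in the hippocampus (1283). The correlation of libraries that share a replicate number ran from -0.43 to 0.49 over 32 pairs of libraries, with a median of -0.08 and 5 over 0.1, so libraries of one number were no more alike than others, and the block takes up degrees of freedom.

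When one library was left out, 59 of 114 counts stayed within 1.5 times. GFP-BM REPOP against WT CON ranged from 53 (without WT CON replicate 1) to 242 (GFP-BM REPOP replicate 1) in the cortex, from 0 (WT CON replicate 1, 1125 at an unadjusted p under 0.05) to 10 (GFP-BM REPOP replicate 2) in the hippocampus and from 12 (GFP-BM REPOP replicate 3) to 1788 (WT CON replicate 1) in the thalamus. GFP-BM CON against WT CON ranged from 6 (GFP-BM CON replicate 3) to 25 (WT CON replicate 3), from 0 to 963 (WT CON replicate 3) and from 0 to 1179 (WT CON replicate 1). All 7 cortex values lay under the 47 of all libraries. GFP-BM REPOP against GFP-BM CON ranged from 1 (GFP-BM CON replicate 2) to 30 (GFP-BM REPOP replicate 2), from 0 (GFP-BM CON replicate 2) to 6 (GFP-BM CON replicate 1) and from 0 to 4 (GFP-BM REPOP replicate 2). DEGs in any region ranged from 112 (GFP-BM REPOP thalamus replicate 3) to 1831 (WT CON thalamus replicate 1), and in all 3 regions from 0 to 1 (GFP-BM REPOP hippocampus replicate 2).

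The interaction between thalamus and hippocampus for GFP-BM REPOP against WT CON gave 24 genes with quantile normalization and 3 with the correction for GC content and length. That between hippocampus and thalamus for GFP-BM REPOP against GFP-BM CON gave 7 with a pseudocount of 1, 10 with quantile normalization and 2 with the correction. The other 25 of 30 values stayed within 1.5 times.

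Of the darkgreen scores, 42 of 45 values with an exact test kept their side of its threshold, and the 9 with the replicate number as a block, which had no test, stayed within the SD. GFP-BM CON against WT CON was 0.32 in the cortex with a pseudocount of 1 (exact p = 0.057) and 0.16 in the thalamus with quantile normalization (exact p = 0.54), and GFP-BM REPOP against GFP-BM CON was 1.33 in the hippocampus with quantile normalization (exact p = 0.029). With one library left out, the hippocampus differences ranged from 0.50 to 0.98 for GFP-BM CON against WT CON and from 0.75 to 1.23 for GFP-BM REPOP against GFP-BM CON.

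Of 252 gene-set values, 225 were the same, 22 weaker, 4 stronger and 1 reversed. All 8 sets that passed lost significance with the estimated correlation (adjusted p = 0.91) and with fry (0.8, or 0.89 for cilia in the thalamus). With quantile normalization the adjusted p was 0.066 for astrocytes in the cortex (GFP-BM REPOP against WT CON), 0.19 for astrocytes in the cortex (GFP-BM CON against WT CON), and for GFP-BM REPOP against GFP-BM CON 0.057 for splicing in the cortex, 0.13 for cilia and 0.046 for astrocytes in the hippocampus. With the correction for GC content and length it was 0.0066 for astrocytes in the hippocampus (GFP-BM REPOP against WT CON), 0.18 for astrocytes in the cortex and 6.2e-05 for splicing in the hippocampus (GFP-BM CON against WT CON), and 0.13 for splicing in the cortex (GFP-BM REPOP against GFP-BM CON). Splicing in the thalamus (GFP-BM REPOP against WT CON) reversed, from 0.07 (adjusted p = 0.93) to -0.10 (adjusted p = 0.04). Without the filter, splicing in the hippocampus (GFP-BM CON against WT CON) had 0.038.

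With one library left out, the adjusted p ranged, for GFP-BM REPOP against WT CON, from 3.5e-04 to 0.064 (astrocytes, cortex), 0.014 to 0.91 (cilia, hippocampus), 0.008 to 0.84 (astrocytes, hippocampus) and 0.046 to 0.74 (cilia, thalamus). For GFP-BM CON against WT CON it ranged from 0.001 to 0.3 (astrocytes, cortex), 0.0063 to 0.48 (splicing, hippocampus), 0.033 to 0.81 (cilia, hippocampus) and 0.0074 to 0.48 (astrocytes, hippocampus). For GFP-BM REPOP against GFP-BM CON it ranged from 0.0047 to 0.54 (splicing, cortex), 0.0049 to 0.49 (interneurons, cortex), 3.4e-04 to 0.63 (cilia, hippocampus), 0.041 to 0.72 (interneurons, hippocampus) and 1.5e-05 to 0.74 (cilia, thalamus).

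Of 608 alternative values of 88 fold changes of named genes, 538 were the same, 52 weaker and 18 stronger, and none reversed. With one library left out, 500 of 669 were the same, 161 weaker and 8 stronger. At an unadjusted p under 0.05, the share of genes that recovered stayed within its spread in all 12 values from other settings over the 3 regions. It also did so in all 12 fits with one library left out, which were judged for the hippocampus alone. At the planned adjusted threshold the share could not be computed in the hippocampus in the main analysis, where no gene passed (3517 at an unadjusted p under 0.05). In the cortex at that threshold it ran from 41.7% without WT CON replicate 1 to 80% without WT CON replicate 3.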

Differences from the paper's values

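The settings marked as such were tests chosen after the result was seen.

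The paper's total of DEGs between GFP-BM REPOP and WT CON mice was 2695, against 200 here. Of the alternatives set before the data were examined, all 9 groups in one fit (2294) and leaving out WT CON thalamus replicate 1 (1831) came within 1.5 times, and the other 32 did not. The correction for GC content and length without WT CON replicate 1 (2344) and the omission of that replicate in the hippocampus and thalamus (1830) also did, both chosen after seeing the values.

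In the thalamus the paper's count was 2401, against 123. The 9-group fit (1954) and leaving out WT CON replicate 1 (1788) came within 1.5 times, and the other 17 alternatives set before the data were examined did not. Without that replicate, voom (1651) and the correction for GC content and length (2249) also did, both chosen after seeing the values.

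The paper gives n = 32 for its module network (Fig. S2B), against 34 libraries here, and Fig. 4E, read by eye, shows about 3 WT CON columns in the hippocampus and in the thalamus, against 4 here. The paper's materials do not name the libraries left out. Read by eye, the colours of these columns follow replicates 2, 3 and 4 in the hippocampus and replicates 1, 3 and 4 in the thalamus: none of the thalamus columns is low in *Siglech*, which was at 1.96 FPKM in replicate 2 and at 4.09 to 4.27 in the others. Without hippocampus replicate 1 the count was 0 (1125 at an unadjusted p under 0.05), and without thalamus replicate 2 it was 73, so that leaving out these libraries in the fits per region did not bring the counts near the paper's.

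For the hippocampus the paper's count was 370, against 2. Only the 9-group fit (411) came within 1.5 times, and the other 18 alternatives set before the data were examined did not.

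For the cortex the paper's count was 36, against 108. The 9-group fit (27), only the 2 groups compared (39), the replicate block (36) and leaving out WT CON replicate 1 (53) came within 1.5 times, and the other 14 alternatives set before the data were examined did not.

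The paper ranks the hippocampus second and the cortex last by the number of DEGs between GFP-BM REPOP and WT CON mice, while the cortex had 108 here and the hippocampus 2. The 9-group fit gave the paper's order (1954, 411 and 27). For irradiation, the paper describes more changes in the hippocampus and thalamus than in the cortex, while the counts were 47 in the cortex and 0 in the other regions (3517 and 3045 at an unadjusted p under 0.05). The 9-group fit gave 0 in the cortex, 2849 in the hippocampus and 1347 in the thalamus, and array quality weights in the fits per region 97, 2643 and 654. For monocytes, the paper places the most significant changes in the hippocampus alone, while 7 DEGs were found in the cortex and 4 in the hippocampus, and the smallest adjusted p was 9.7e-04 in the cortex and 0.028 in the hippocampus. The 9-group fit gave 665 in the hippocampus and 6 in the cortex, array quality weights 1022 and 16, and only the 2 groups compared 18 and 6. For GFP-BM REPOP against WT CON, array quality weights gave 164 in the cortex, 1 in the hippocampus and 759 in the thalamus, which is not the paper's order.

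The paper builds its signature from genes changed in all 3 regions, of which 0 were found (2107, 1423 and 3677 genes at an unadjusted p under 0.05 by region). The 9-group fit called 24, among them *Apobec1*, *Mrc1*, *Ms4a6b*, *Ms4a6c*, *Ms4a7*, *Lyz2*, *Lilrb4a*, *AU020206*, *Nnt*, *Wdfy1*, *Cybb*, *Crybb1*, *Slc2a5*, *Lag3*, *Selplg* and *Itgam*. A pseudocount of 1 called *Crybb1*, *Lag3* and *Slc2a5*, eBayes without trend *Apobec1*, *Lag3*, *Ms4a6b* and *Slc2a5*, and leaving out GFP-BM REPOP hippocampus replicate 2 *Slc2a5*. Chosen after seeing the values, the correction for GC content and length called *Apobec1*, *Crybb1*, *Lag3* and *Nnt*, that for GC content *Crybb1*, *Lag3*, *Nnt* and *Slc2a5*, and voom *Itgam* and *Slc2a5*. In the main analysis *Siglech*, which the paper lists as lower, was called only in the cortex (adjusted p = 0.52 in the hippocampus and 0.11 in the thalamus). In the thalamus, 2 of 15 alternatives called it, 1 of them a fit with one library left out, and in the hippocampus 0 of 15 did.

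The paper describes its mice as male, while 31 of 34 libraries had *Xist* at 2.51 FPKM or more and *Ddx3y* at 0.0265 or less.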

Other observations

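The tests on the GC measure, GC content and length, depth, recovery, cortical tissue and pooled fits, and the splits other than those of the 9 DEG counts, were chosen after the results were seen, while those on median-ratio scaling, dissection of the thalamus, choroid plexus, fewer neurons and the spread in the cortex were not.

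Other splits of the libraries into groups of the same sizes, the real one included, gave as many DEGs between GFP-BM REPOP and WT CON mice in 3 of 35 in the cortex, 3 of 35 in the hippocampus and 1 of 35 in the thalamus. The largest counts were 486 in the cortex, with WT CON replicate 3 exchanged for GFP-BM REPOP replicate 1, and 27 in the hippocampus. Between GFP-BM CON and WT CON mice it was 1 of 35 in the cortex, and 35 of 35 in the hippocampus and thalamus, where the real count was 0 (3517 and 3045 at an unadjusted p under 0.05) and other splits reached 1400 and 1842. Between GFP-BM REPOP and GFP-BM CON mice it was 2 of 35 in the cortex (largest 11), 1 of 35 in the hippocampus and 35 of 35 in the thalamus (largest 4, real count 0, 139 at an unadjusted p under 0.05). For DEGs in any region it was 2 of 35, and for genes shared by cortex and thalamus 1 of 35.

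For the sets that passed, 5 of 35 splits gave a result as large for astrocytes in the cortex and 6 of 35 for splicing in the hippocampus between GFP-BM REPOP and WT CON mice, 14 of 35 for astrocytes in the cortex and 12 of 35 in the hippocampus between GFP-BM CON and WT CON mice, and, between GFP-BM REPOP and GFP-BM CON mice, 9 of 35 for splicing and 11 of 35 for interneurons in the cortex, 16 of 35 for cilia in the hippocampus and 19 of 35 in the thalamus. After the correction for GC content and length, the DEG counts were matched in 3 of 35 (cortex, largest 434), 2 of 35 (hippocampus, largest 17) and 1 of 35 (thalamus) for GFP-BM REPOP against WT CON, and in 1 of 35 (cortex) and 2 of 35 (hippocampus, largest 109) for GFP-BM CON against WT CON. In the 9-group fit they were matched in 2, 6 and 1 of 35 for GFP-BM REPOP against WT CON (largest 27, 1774 and 1954), in 2 (hippocampus, largest 3925) and 3 of 35 (thalamus, largest 3974) for GFP-BM CON against WT CON, and in 2 of 35 for GFP-BM REPOP against GFP-BM CON in the hippocampus (largest 1294).

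A larger spread between cortex libraries, as a reason for few changes there, is argued against by its median residual SD of 0.118, the smallest of the 3 regions. A candidate explanation for part of the larger counts of the 9-group fit is that this small spread entered the estimate for the other regions. With hippocampus and thalamus alone in one fit, the thalamus had 592 DEGs between GFP-BM REPOP and WT CON mice, against 3653 with cortex and thalamus, and the hippocampus had 58, against 340 with the cortex. Both counts were still above those of the fits per region (123 and 2), although that fit had no cortex libraries and a median residual SD of 0.274, so the spread of the cortex does not account for this part of the rise. That fit had 17 residual degrees of freedom, against 8 in the thalamus and 9 in the hippocampus alone, and the cause of this part was not tested.

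Of the 123 thalamus DEGs, 90.2% were higher in GFP-BM REPOP than in WT CON mice. The imbalance was smaller among genes at an unadjusted p under 0.05, with 2212 higher and 1465 lower, and the median log2 fold change of all genes tested was -0.05. A shift of the whole scale is argued against by the 85.4% after median-ratio scaling, and GC content and length as the whole cause by the 74.8% after the correction. Uneven dissection cannot be told apart: the striatum markers differed by 0.05 on average (two-sided exact permutation test, p = 0.94), but ran from 3.62 to 5.61 among the WT CON libraries (SD 0.93, against 0.31 in GFP-BM REPOP libraries), and the markers of the thalamus (0.36, exact p = 0.31), the cortex (0.39, exact p = 0.17) and the hippocampus (0.52, exact p = 0.23) were higher with a spread too wide to decide. Other technical causes, such as the instrument, which the methods do not give for each library, and an effect of irradiation stay open and untested.

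WT CON thalamus libraries had lower low-GC and higher high-GC genes, with a GC measure from 1.09 to 3.65 against 0.51 to 0.94 in GFP-BM REPOP libraries. Sequencing depth is argued against by a difference of 0.98 M reads (two-sided exact permutation test, p = 0.51) in overlapping ranges. A state of the animal carried through its regions (r = -0.22 between hippocampus and thalamus over 11 animals, permutation p = 0.67), library preparation or RNA quality (r = 0.18 across genes) and irradiation with transplant (range of 2.56 among the WT CON libraries) cannot be told apart, because the groups differ in treatment and no quality value per library was at hand.

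In the hippocampus, the share of genes that moved back was 92.3% after the correction for GC content and length, and 91.4% among genes with similar levels in the cortex and the thalamus. Neither GC content and length nor tissue from neighbouring regions can be told apart from recovery by these values. Relabeling of the libraries gave shares as large: up to 95.9% after the correction, and in 17 of 70 arrangements among genes with similar levels.

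Cilia genes followed choroid plexus markers in the hippocampus within groups (r = 0.92 of the deviations from the group means, permutation p = 2.0e-04 over 12 libraries), so the choroid plexus in the dissected samples is a candidate explanation for their changes. *Ttr* was at 6320 FPKM in WT CON replicate 1 and at 4790 and 6200 in GFP-BM CON replicates 3 and 4, against 17.1 to 1090 in the other hippocampus libraries. Whether the choroid plexus list itself differed between groups is undecided (1.25 for GFP-BM CON against WT CON, exact p = 0.46, and -2.19 for GFP-BM REPOP against GFP-BM CON, exact p = 0.14), since its SD was 2.19 in WT CON and 2.44 in GFP-BM CON libraries. A lower share of neurons in GFP-BM CON mice, which would raise all glia alike, cannot be told apart, because oligodendrocyte markers rose by 0.84 (exact p = 0.14), astrocyte markers by 0.32 (exact p = 0.029) and endothelial markers by 0.15 (exact p = 0.34) with a spread too wide to decide.

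Some hippocampus libraries differed in their tissue. *C1ql2* was at 1.26 FPKM in WT CON replicate 2, 3.32 in GFP-BM REPOP replicate 1 and 0.875 in GFP-BM REPOP replicate 4, and at 29.3 or more in the others, and *Ppp1r1b* and *Penk* were at 730 and 458 in GFP-BM REPOP replicate 4.

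Of 162 tests of 18 marker lists, 15 had an exact p of 0.029, the smallest that these group sizes allow, where 4.6 are expected by chance, 6 of them for microglia. At that limit no single list can pass an adjustment over 162 tests unless most do, so adjusted p values are not used here. The lowest and highest difference over the 9 comparisons, with the smallest two-sided exact p, were -0.68 and -0.10 for microglia (0.029), -0.45 and 0.10 for the homeostatic genes named in the paper (0.029), -1.02 and 0.68 for immediate early genes (0.029), -0.14 and 0.32 for astrocytes (0.029), -0.02 and 0.85 for the cortex (0.029), -1.40 and 0.89 for the hippocampus (0.057), -1.26 and 0.83 for the striatum (0.14), -0.65 and 0.57 for the thalamus (0.17), -0.15 and 0.61 for border macrophages (0.057), -2.19 and 1.25 for the choroid plexus (0.11), -0.35 and 0.27 for cilia (0.23), -0.10 and 0.15 for endothelial cells (0.11), -0.86 and 0.58 for ependyma (0.29), -0.17 and 0.20 for interneurons (0.11), -0.45 and 0.03 for meninges fibroblasts (0.51), -0.31 and 0.84 for oligodendrocytes (0.14), -0.54 and 0.55 for red cells (0.2), and -0.12 and 0.26 for splicing (0.057).

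Of the genes of stained proteins, *Tmem119* was lower in the cortex of GFP-BM REPOP than of WT CON mice (log2 fold change -0.86, adjusted p = 0.018 from limma-trend). *Gfap* (0.41, adjusted p = 0.33), *S100b* (-0.14, adjusted p = 0.34), *Axl* (0.27, adjusted p = 0.12), *Cd68* (0.30, adjusted p = 0.32) and *P2ry12* (-0.68, adjusted p = 0.15) were not called there.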
